# EWS-FLI1 regulates and cooperates with core regulatory circuitry in Ewing sarcoma

**DOI:** 10.1093/nar/gkaa901

**Published:** 2020-10-20

**Authors:** Xianping Shi, Yueyuan Zheng, Liling Jiang, Bo Zhou, Wei Yang, Liyan Li, Lingwen Ding, Moli Huang, Sigal Gery, De-Chen Lin, H Phillip Koeffler

## Abstract

Core regulatory circuitry (CRC)-dependent transcriptional network is critical for developmental tumors in children and adolescents carrying few gene mutations. However, whether and how CRC contributes to transcription regulation in Ewing sarcoma is unknown. Here, we identify and functionally validate a CRC ‘trio’ constituted by three transcription factors (TFs): KLF15, TCF4 and NKX2-2, in Ewing sarcoma cells. Epigenomic analyses demonstrate that EWS-FLI1, the primary fusion driver for this cancer, directly establishes super-enhancers of each of these three TFs to activate their transcription. In turn, KLF15, TCF4 and NKX2-2 co-bind to their own and each other's super-enhancers and promoters, forming an inter-connected auto-regulatory loop. Functionally, CRC factors contribute significantly to cell proliferation of Ewing sarcoma both *in vitro* and *in vivo*. Mechanistically, CRC factors exhibit prominent capacity of co-regulating the epigenome in cooperation with EWS-FLI1, occupying 77.2% of promoters and 55.6% of enhancers genome-wide. Downstream, CRC TFs coordinately regulate gene expression networks in Ewing sarcoma, controlling important signaling pathways for cancer, such as lipid metabolism pathway, PI3K/AKT and MAPK signaling pathways. Together, molecular characterization of the oncogenic CRC model advances our understanding of the biology of Ewing sarcoma. Moreover, CRC-downstream genes and signaling pathways may contain potential therapeutic targets for this malignancy.

## INTRODUCTION

As a developmental cancer carrying few genetic alterations, Ewing sarcoma is the second most common malignancy of bone and soft tissue predominantly occurring in adolescents and young adults (1). EWS-FLI1, the primary fusion driver, rewires fundamentally the transcriptome of Ewing sarcoma cells (2–5). Nevertheless, in many cases, EWS-FLI1 requires the cooperation of other transcriptional cofactors, such as WDR5 and CBP/p300, to regulate chromatin modification and gene expression (6–8). Moreover, EWS-FLI1-targeting transcription factors (TFs), such as MEIS1, NKX2-2, SOX2, and OTX2 (7,9–11), are required for the fusion driver to fulfil its oncogenic function in Ewing sarcoma cells. Thus, despite having immense capacity in chromatin regulation, EWS-FLI1 still relies on additional cooperators and mediators to orchestrate gene expression programs in Ewing sarcoma. Hence, comprehensive and unbiased characterization of such partners and mediators is critical for further understanding the biology of Ewing sarcoma.

TFs coordinate cell type-specific transcriptional programs typically through regulating distal cis-regulatory elements, including enhancers and super-enhancers. Although hundreds of TFs are expressed to some extend in any given cell type (12), only a handful appear to be critical for establishing and maintaining cell type-specific gene expression network (13–15). Notably, this small set of TFs (sometimes called master TFs) often form a ‘Core Regulatory Circuitry (CRC)’ (16–18), wherein each TF not only self-regulates but also co-regulates each other by directly co-binding to their super-enhancers. Although such CRC transcriptional paradigm has been identified in both normal and neoplastic cell types (19,20), its functionality seems to be particularly critical for developmental tumors in children and young adults who carry few somatic genomic alterations. Indeed, some of the best characterized CRC models are established from neuroblastoma, medulloblastoma, as well as PAX3-FOXO1^+^ rhabdomyosarcoma, all of which have ‘quiet’ genomic landscapes compared with adulthood tumors (21–23). For example, in MYCN-amplified neuroblastoma, a set of master TFs (HAND2, ISL1, PHOX2B, GATA3 and TBX2) assemble a functional CRC to orchestrate the unique gene expression program in this cancer type (22). Moreover, in PAX3-FOXO1-driven rhabdomyosarcoma, the fusion protein exploits super-enhancers to set up a CRC machinery in collaboration with the master TFs (MYOG, MYOD and MYCN); this CRC is addicted by rhabdomyosarcoma cells for survival and proliferation (23). Considering that Ewing sarcoma resembles these developmental cancers in terms of having both few genomic alterations and a single epigenomic driver, we postulated that such oncogenic CRC model might exist in Ewing sarcoma, to cooperate with the transcriptional function of EWS-FLI1. The current study was aimed to identify and characterize this CRC apparatus in Ewing sarcoma, and to elucidate its functional significance in this cancer.

## MATERIALS AND METHODS

### Cell culture

Ewing sarcoma cell lines (A673, SKNMC, EW8 and TC71), human embryonic kidney cells 293T (HEK293T) used in this study were described previously (24,25). Human lung cancer cells A549 and breast cancer cells MCF-7 were also used in this study. Cells were grown in Dulbecco's modified Eagle's medium (DMEM) containing 10% fetal bovine serum (FBS), 100 U/ml penicillin and 100 mg/ml streptomycin, and kept in a humidified incubator at 37°C with 5% CO_2_. Human Bone Marrow Mesenchymal Stem Cells (hBMSC) were purchased from Guangzhou Saliai stem cell biotechnology, and expanded with hBMSC fetal bovine serum-free medium (Saliai, S-10-011). All cell lines were recently authenticated by short tandem repeat analysis.

### Antibodies and reagents

The following antibodies were used in the current study: anti-KLF15 (Proteintech, 66185-1-Ig), anti-TCF4 (Abcam, ab223073), anti-NKX2-2 (Proteintech, 13013-1-AP), anti-FLI-1 (Santa Cruz Biotechnology, sc-53826), anti-ACLY (Abcam, ab40793), anti-FASN (Abcam, ab22759), anti-ACC (Cell Signaling Technology, 4190S), anti-SPTLC1 (Proteintech, 66899-1-Ig), anti-SCD (Proteintech, 23393-1-AP), anti-Actin (Cell Signaling Technology, 4967), anti-mouse IgG-HRP (Santa Cruz Biotechnology, sc-2005), anti-rabbit IgG-HRP (Santa Cruz Biotechnology, sc-2004) and rabbit IgG Isotype Control (Invitrogen, 02-6102), anti-mTOR (Cell Signaling Technology, 2972S), anti-P-mTOR (S2448) (Cell Signaling Technology, 2971S), anti-P-p38 MAPK (T180/Y182) (Cell Signaling Technology, 9216S), anti-p38 MAPK (Cell Signaling Technology, 8690S), anti-Akt (Cell Signaling Technology 4691S), anti-P-Akt (S473) (Cell Signaling Technology, 4060S), anti-p70 S6 Kinase (Cell Signaling Technology, 9202S) and anti-P-p70 S6 Kinase (Cell Signaling Technology, 9205S).

Reagents and kits included: Orlistat (Sigma-Aldrich, 96829-58-2-, Myriocin, (Sigma-Aldrich, 35891-70-4-, Propidium iodide (Sigma-Aldrich, 25535-16-4-, FITC Annexin V Apoptosis Detection Kit (BD Biosciences), Dual-Luciferase Reporter Assay System (Promega), BioT transfection reagent (Bioland Scientific), Lipofectamine RNAiMAX transfection reagent (Invitrogen), and siRNA pools targeting *KLF15*, *TCF4*, *NKX2-2*, *FLI-1*, *FASN*, *SCD*, *RREB1* and *SPTLC1* (Dharmacon). siRNA sequences are provided in Supplementary Table S1.

### Construction of expression and lentiviral vectors

The pCDH-CMV-Flag-EF1-puro-KLF15 expression vector was amplified based on pCDH-CMV-Flag-EF1-puro vector, and a 3xFLAG-tag was added via PCR. pLKO.1-puro or pLKO-Tet-On vectors expressing shRNAs targeting *FLI1*, *KLF15*, *TCF4* and *NKX2-2* were constructed and confirmed by DNA sequencing. The single guide RNAs (sgRNAs) were inserted into lentiviral plasmid encoding dCas9 (pLV hU6-sgRNA hUbC-dCas9-KRAB-T2a-Puro, Addgene, #71236). The sequences of sgRNAs were provided in Supplementary Table S2. To produce viral particles, the recombinant viral vectors and packaging vectors were co-transfected into 293T cells. Supernatants containing viral particles were harvested at 48 h and filtered through a 0.45 μM filter after transfection. A673 cells were then infected with the virus in the presence of 10 mg/ml polybrene.

### siRNA knockdown

Control scramble and target siRNAs were purchased from Shanghai Genechem Co. Cells were transfected with 100 nM siRNA in OPTIMEM-I (Gibco) for 24–48 h using Lipofectamine RNAiMAX transfection reagent (Invitrogen). Two independent siRNA oligonucleotides were used for each gene.

### Chromatin immunoprecipitation (ChIP) and data analysis

ChIP was performed using our previously-described methods with slight modifications (11,26). 2 × 10^7^–2 × 10^8^ of A673 cells were harvested and fixed with 1% paraformaldehyde for 10 min at room temperature. The fixation process was terminated by adding 250 mM of glycine. Chromatin solutions including lysis/wash buffer, shearing buffer and dilution buffer were prepared following a standard protocol (18). Samples were washed with PBS and lysed twice with lysis/wash buffer. After filtering through a 29 G needle, samples were harvested by spinning at 13 000 rpm for 10 min at 4°C. Sample pellets were then resuspended in shearing buffer and sonicated to shear genomic DNA to 300–500 bp. Sonicated sample lyses were subsequently spun at 13 000 rpm for 10 min in 4°C to remove debris; the supernatants were diluted with dilution buffer. For immunoprecipitation, solubilized chromatin was incubated and rotated with 5 μg of anti-KLF15, anti-TCF4, anti-NKX2-2 antibody or IgG control antibody overnight at 4°C. Antibody–chromatin complexes were pulled down by Dynabeads Protein G (Life Technologies) for 4 h at 4°C. The beads were washed with lysis/wash buffer followed by cold TE buffer. Finally, bound DNAs were eluted by elution buffer (1% SDS, 100 mM NaHCO_3_) and reverse-crosslinked overnight at 65°C. DNA molecules were next treated with RNase A and proteinase K. Immunoprecipitated DNAs were extracted with the Min-Elute PCR purification kit (Qiagen), followed by either qPCR analysis, or DNA library preparation and sequencing on the HiSeq 4000 platform (Illumina).

ChIP-Seq was analyzed using established pipelines (11,18). Raw reads were aligned to hg19 reference genome using bowtie 2 aligner (version 2.3.4.3) (27) followed by removal of PCR duplicates with Picard Mark Duplicates (http://broadinstitute.github.io/picard/). ChIP-Seq peaks were called using MACS (Model-Based Analysis of ChIP-Seq, version 2.1.2) (28) with default parameters. Reads were extended in the 5′ to 3′ direction by the estimated fragment length and normalized at -log 10 of the Poisson *P*-value of IP file compared to expected background counts by MACS2 bdgcmp command. BigWig files were generated by bedGraphToBigWig tool (https://genome.ucsc.edu/) and visualized in Integrative Genomics Viewer (http://www.broadinstitute.org/igv/home). Motif identification and comparison were performed with HOMER using findMotifsGenome program. H3K27ac ChIP-Seq data generated in four Ewing sarcoma cell lines, three primary tumors and primary mesenchymal stem cells (MSCs) were retrieved from NCBI Gene Expression Omnibus (GSE61953) and processed uniformly. ChIP-Seq data of KLF15, TCF4 and NKX2-2 have been deposited into the GEO under accession number GSE141493, and the matching input file was obtained from our previous published data (GSM2944109).

### Cell cycle analysis

Cells were harvested and washed with PBS, followed by fixation with 70% cold ethanol overnight at 4°C. Cells were washed twice with PBS and stained with propidium iodide. Cell cycle distribution was detected by SONY SA3800 spectral cell analyzer. Data were analyzed by FlowJo 7.6 software (Tree Star).

### Apoptosis assay

Cells were double stained with propidium iodide (PI) and Annexin V by using FITC Annexin V apoptosis detection kit (BD Biosciences) according to the manufacturer's instructions. After staining, cells were analyzed using a BD FACSCanto II flow cytometer. Data were analyzed using FlowJo 7.6 software (Tree Star).

### RNA extraction and cDNA expression analysis

Total RNA was extracted using RNeasy mini kit (Qiagen). Purified RNA was reverse-transcribed using Maxima H Minus cDNA Synthesis Master Mix (Thermo Fisher). Quantitative real-time qPCR was performed on the AB7300 Detection System (Applied Biosystems, Foster City, CA, USA) using gene-specific primers and Power SYBR Green PCR Master Mix (Applied Biosystems). Expression of each gene was normalized to *GAPDH*, and quantified using 2-delta (ct) method.

### Luciferase reporter assay

Candidate DNA regions (∼500 bp) were PCR amplified and cloned into either pGL3-Promoter firefly luciferase reporter vector or pGL3-Basic luciferase reporter vector (Promega). Constructs were verified by Sanger sequencing. A673 cells were transfected using BioT transfection reagent. A Renilla luciferase control vector was co-transfected as a control for normalization. After 48 h of transfection, the luciferase activity was measured by the Dual-Luciferase Reporter Assay System (Promega).

### Immunoblotting analysis

Whole cell lysates were prepared in RIPA buffer (1× PBS, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with 10 mM beta-glycerophosphate, 1 mM sodium orthovanadate, 10 mM NaF, 1 mM phenylmethylsulfonyl fluoride (PMSF) and 1× Roche Protease Inhibitor Cocktail (Roche, Indianapolis, IN, USA). Immunoblotting was performed using specific primary antibodies as indicated and horseradish peroxidase (HRP)-conjugated secondary antibodies.

### Xenograft assays in nude mice

All animal experiments were conducted following protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Cedars-Sinai Medical Center. For the study of Orlistat treatment in A673 xenografts, twelve 5–6 weeks old BALB/c-nu female mice (Taconic Bioscience) were subcutaneously inoculated in their dorsal flanks with a suspension of A673 cells (2.0 × 10^6^). When the tumors grew to 50 mm^3^, mice were injected intraperitoneally with either Orlistat (200 mg/kg/day) or equal volume of vehicle (10% DMSO, 20% cremophor and 70% NaCl). For the study of either KLF15 or TCF4 knockdown, A673 cells were engineered to stably express either doxycycline (DOX)-inducible scrambled shRNA or shRNAs against either *KLF15* or *TCF4*, and were cultured in DMEM supplemented with 10% Tetracycline (Tet)-free FBS (Biological Industries) before implantation. After tumor inoculation, mice were randomized into two groups, and were fed with 2.5 mg/mL doxycycline containing water to turn on the expression of shRNAs. Tumor size and body weight were measured every 2 days. Mice were sacrificed by CO_2_ inhalation when the largest tumors were ∼1.5 cm in diameter; tumors were dissected, weighted, and analyzed.

### Computational construction of CRC

CRC was computationally constructed using our published methodology (18,29,30) with important modifications. Given the central role of EWS-FLI1 in establishing the transcriptome of Ewing Sarcoma cells, we required that all candidate CRC members have both EWS-FLI1 binding motif and binding peaks in their super-enhancer regions. Therefore, we focused on A673 cell line, a well-characterized Ewing Sarcoma line which had matched H3K27ac and EWS-FLI1 ChIP-Seq results (7,31). Briefly, we first identified 77 super-enhancer-assigned TFs in A673 cell line as shown in Supplementary Table S3. Next, super-enhancer regions assigned to these TFs were extended 500 bp both upstream and downstream, followed by motif scanning with FIMO, for the identification of super-enhancer-assigned TFs. Finally, motif scanning was applied to identify further potential binding sites from other TFs of all auto-regulated TFs in their extended super-enhancer regions which, as mentioned above, must also have EWS-FLI1 binding motif and peaks. Circuitries were then constructed based on all possible fully interconnected auto-regulatory loops.

### RNA-Seq and data analysis

RNAs were isolated using miRNeasy RNA isolation kit (Qiagen). We aligned 150 bp paired-end reads to hg19 (UCSC) genome using Kallisto psedo aligner (32). Reads were counted with tximport Bioconductor package (33) and normalized to gene levels by Transcript level abundances (TPM). Differentially expressed genes were identified by DESeq2 package (34) with adjusted *P* value < 0.05 and absolute log 2 (fold change) > 0.5. RNA-Seq data of siKLF15, siTCF4 and siNKX2-2 are provided in Supplementary Table S4. Gene Ontology (GO) enrichment analysis was performed using ConsensusPathDB (http://cpdb.molgen.mpg.de/) by using all significant downregulated genes as the foreground genes. For those significant downregulated genes related to lipid metabolism or signal transduction, we also found out the associated pathways by performing KEGG pathway enrichment analysis. For GSEA analysis, we used significantly downregulated genes (adjusted *P* value < 0.05 and log 2(fold change) < –1) in each knockdown of TF as the annotation base and performed enrichment analyses in all expressed genes with mean TPM values > 0.5 in other two TFs. The RNA-Seq data of A673 upon knockdown of each TF have been deposited into the GEO under accession number GSE141493.

### Hi-C interactions

The Hi-C data of SKNMC cell line were downloaded from ENCODE database and processed based on the pipeline published by Dixon *et al.* (31). We extracted the interactions of the loci of *KLF15*, *TCF4* and *NKX2-2* at 40 kb revolution and visualized in UCSC genome Browser (https://genome.ucsc.edu/index.html).

### Liquid chromatography tandem mass spectrometry (LC–MS/MS)-based lipidomics

Lipidomic analysis was performed as described previously with slight modifications (35). Briefly, total cellular lipids were extracted with methyl tert-butyl ether (MTBE) (Sigma Aldrich) from fresh cell pellets and dried in a SpeedVac concentrator (Thermo Scientific). Lipid samples were resuspended in 50% isopropanol, 50% methanol and analyzed by liquid chromatography tandem mass spectrometry (LC-MS/MS). Twenty microliters of lipid solution were loaded onto a 15 cm Accucore Vanquish C18 column (1.5 μm particle size, 2.1 mm diameter) and separated using an Ultimate 3000 XRS ultraperformance LC system (Thermo Scientific). The mobile phase consisted of 60% acetonitrile, 10 mM ammonium formate, and 0.1% formic acid (phase A) and 90% isopropanol, 10% acetonitrile, 10 mM ammonium formate, and 0.1% formic acid (phase B). LC gradient was 35–60% B for 4 min, 60–85% B for 8 min, 85–100% for 9 min, 100% B for 3 min, 100–35% B for 0.1 min, and 35% B for 4 min at a flow rate of 0.3 ml/min. Mass spectra were acquired by an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Scientific) operated in a data-dependent manner. Parameter settings for FTMS1 included orbitrap resolution (120 000), scan range (*m*/*z* 250–1200), AGC (2 × 10^5^), maximum injection time (50 ms), RF lens (50%), data type (profile), dynamic exclusion for 8s using a mass tolerance of 25 ppm, and cycle time (2 s); FTMS2 included orbitrap resolution (30,000), isolation window (1.2 *m*/*z*), activation type (HCD), collision energy (30±3%), maximum injection time (70 ms), AGC (5 × 10^4^), and data type (profile). Acquired raw files were analyzed using LipidSearch (v1.4) (Thermo Scientific) for sample alignment, MS2 identification and MS1 peak area calculation. Statistical analyses were conducted using the Perseus (v1.6.6.0) software (36), wherein the *P* values were calculated by two-tailed Student's *t*-test and corrected for multiple hypothesis testing via the Benjaminin-Hochberg method. Volcano plots were generated using the ggplot2 in the R environment (R Development Core Team; https://www.r-project.org/) (v3.5.0).

### Statistical analysis

Two-tailed Student's t-test was used to evaluate the statistical difference between two groups, while two-way analysis of variance (ANOVA) was applied for multi-group comparisons. All statistical analyses were performed with SPSS 19.0. Log-rank test was used for survival analysis. Differences were considered statistically significant at *P* < 0.05 (*), *P* < 0.01 (**) and *P* < 0.001 (***); n.s., not significant. Diagrams were created by GraphPad Prism 6.

## RESULTS

### Identification of CRC under the regulation of EWS-FLI1 in Ewing sarcoma

We recently characterized the super-enhancer landscape in Ewing sarcoma and confirmed the essential role of EWS-FLI1 in regulating the epigenome of this cancer (11). As introduced earlier, considering that CRC is particularly important for childhood developmental cancers having few genomic lesions, we postulated that such CRC model might also contribute to regulating Ewing sarcoma transcriptome through either cooperating with or mediating the function of EWS-FLI1. To test this hypothesis, we first sought to identify mathematically master TFs with high inter-connectivity through binding to their super-enhancers by motif scanning using our established method (18,29,30). Because of the central role of EWS-FLI1 in establishing the enhancer landscape in Ewing sarcoma, we made significant modifications of the method by requiring that all candidate TFs have both EWS-FLI1 binding motif and binding peaks in their assigned super-enhancers. We initially focused on the A673 cell line, since it is a well-characterized Ewing sarcoma line with available H3K27ac and EWS-FLI1 ChIP-Seq results (7). As a result, a small set (n = 9) of CRC candidates were identified (Figure 1A), including NKX2-2 and FOS which are known functional cooperators of EWS-FLI1 (7,37). Because CRC factors have high and specific expression in their corresponding cell types, we interrogated the Cancer Cell Line Encyclopedia (CCLE) dataset and noted that, compared with other five CRC candidates (NFATC2, FOS, IRF2, ZBTB7B and MEF2D, Supplementary Figure S1), the expression of 4 candidate TFs (KLF15, NKX2-2, TCF4 and RREB1) showed restricted expression pattern in Ewing sarcoma cell lines (defined as top 5 among all cell types, Figure 1B). However, it should be noted that the specificity of RREB1 expression was overall poor, as most cancer types had comparable mRNA levels.

**Figure 1.**
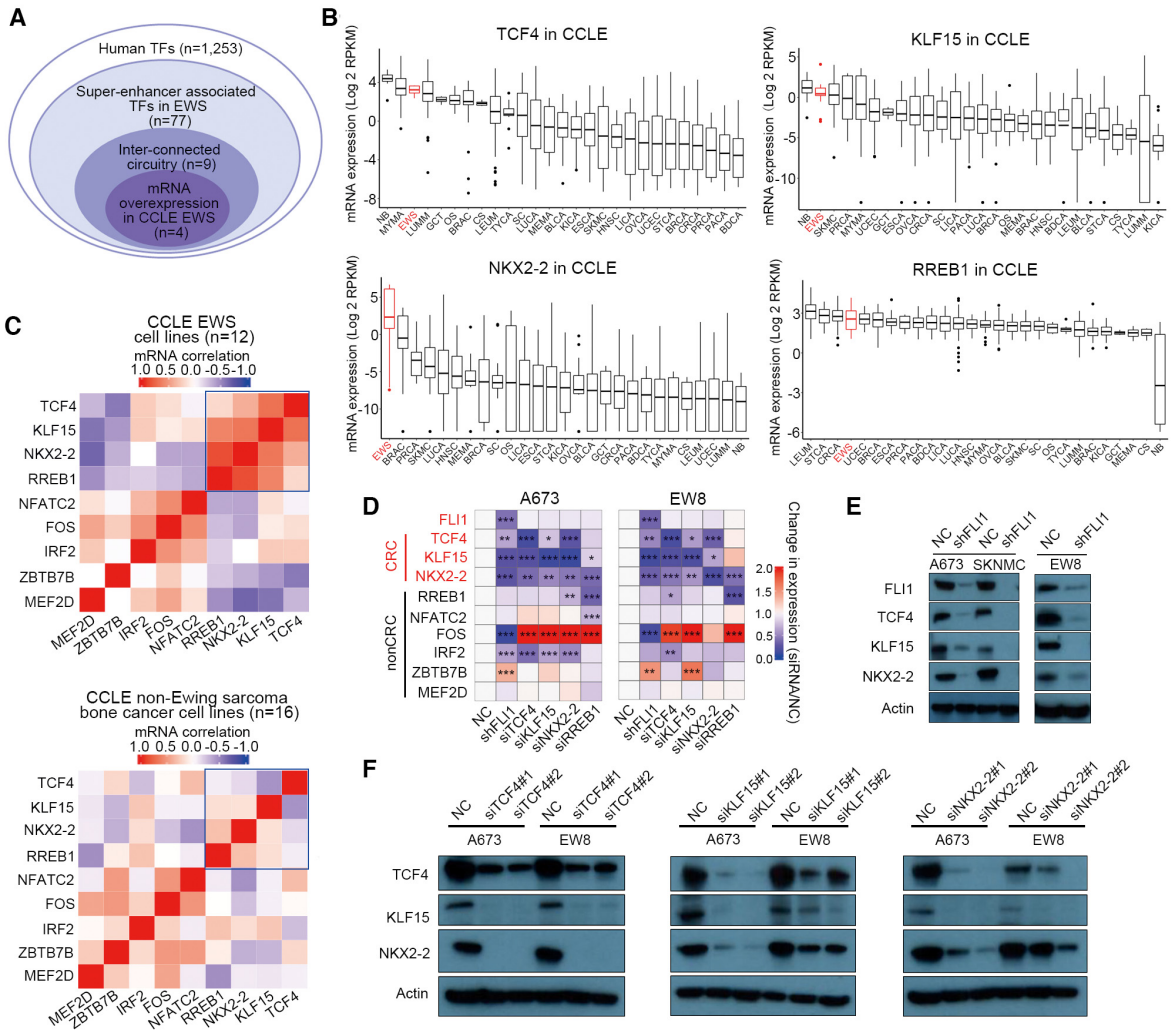
KLF15/TCF4/NKX2–2 form interconnected co-regulatory circuitry in Ewing sarcoma. (**A**) Integrative methods for identification of candidate CRC TFs. (**B**) The mRNA levels of candidate TFs in CCLE database. (**C**) Heatmap of Pearson correlation coefficient between candidate CRC TFs in Ewing sarcoma cell lines (*n* = 12) or other bone cancer, but non-Ewing sarcoma, cell lines (n = 16). Data were retrieved from CCLE database. (**D**) Heatmap of fold changes of mRNA expression of candidate TFs, following knockdown of either EWS-FLI1 or each of candidate TF in A673 and EW8 cells. *P < 0.5, **P < 0.01; ***P < 0.001. (**E**) Immunoblotting of protein expression of CRC TFs upon either silencing of EWS-FLI1 or (**F**) silencing of each individual CRC TFs in A673 and EW8 cells. NC, non-targeting control siRNA or shRNA.

As a parallel analysis, Pearson correlation coefficient of the mRNA levels of these 9 candidates was determined, considering the co-regulatory relationship between CRC members. Notably, the same set of four factors (KLF15, NKX2-2, TCF4 and RREB1) displayed strong positive correlations with each other (Figure 1C). In contrast, this correlation pattern was much weaker in other non-Ewing sarcoma bone cancer cell lines (Figure 1C, lower panel).

Based on these 4 candidates, we next sought to reconstruct functionally the CRC model and to determine their regulatory relationship with EWS-FLI1, by silencing of either EWS-FLI1 or each candidate individually. Knockdown of EWS-FLI1 strongly decreased mRNA expression of KLF15, NKX2-2 and TCF4, but not RREB1 (Figure 1D). In contrast, the opposite effect was not observed, i.e. knockdown of candidate TFs had no impact on the level of EWS-FLI1, suggesting that the CRC is under the control of EWS-FLI1. Within the four CRC candidates, knockdown of either KLF15, NKX2-2 or TCF4 decreased the expression of the other two (Figure 1D), but not RREB1. On the other hand, RREB1-silencing did not produce these co-regulatory effects, demonstrating that in Ewing sarcoma cells, KLF15, TCF4 and NKX2-2 together constitute an inter-connected circuitry. Consistent with mRNA expression, silencing EWS-FLI1 decreased protein level of KLF15, NKX2-2 and TCF4 in Ewing sarcoma cell lines (Figure 1E). Importantly, all of the regulatory effects in CRC were validated at the protein levels with additional siRNAs in both A673 and EW8 cell lines (Figure 1F).

### EWS-FLI1 directly activates three CRC factors

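A673, an established Ewing sarcoma cell line, gave 1 ChIP-Seq peak list each for KLF15, TCF4 and NKX2-2, with no replicate. TCF4 had 41136 peaks, NKX2-2 had 24748 and KLF15 had 4015. The median peak widths were 387, 357 and 384 bp, and the median fold enrichments over input at the summit, which are ratios, were 6.71, 6.16 and 6.02. According to the authors, reads were aligned to hg19 with Bowtie2 2.3.4.3, PCR duplicates were removed with Picard, and peaks were called with MACS against an input library from an earlier study of theirs. The deposited lists give for each peak a position, a summit, a fold enrichment, −log10 p and −log10 q. The lowest −log10 q was 2.03 for KLF15, 2.03 for TCF4 and 2.00 for NKX2-2, and 3170 KLF15, 34798 TCF4 and 21158 NKX2-2 peaks reached a −log10 q of at least 5. The lists hold no read totals, so the depth behind each peak is unknown. All KLF15 peaks (100%) carry the word flag in their names, whereas the sample's label names an antibody against KLF15. A promoter was counted as bound where a peak summit lay within 1000 bp of the gene start given in the deposited expression tables, for 20260 protein-coding genes on GRCh37. Peaks of a pair of factors were counted as shared where they overlapped by at least 1 bp. Peaks of EWS-FLI1 and of histone marks were not in these lists and were not examined.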

To elucidate the co-regulatory mechanisms between CRC TFs and how they are controlled by EWS-FLI1, ChIP-Seq was performed using specific antibodies against either KLF15, TCF4 or NKX2-2 in A673 cells. Importantly, these three TFs trio-occupied both super-enhancers and promoters of each other, as well as themselves (Figure 2A, Supplementary Figures S2 and S3), forming an interconnected circuitry as predicted by our method. 

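Peaks of all 3 factors lay at the promoters of KLF15 and NKX2-2, whereas no peak summit lay within 1000 bp of the TCF4 gene start. NKX2-2, a homeobox factor of neural development, lies on chromosome 20 of GRCh37 from 21491648 to 21494664 on the minus strand. Its promoter was covered by peaks of all 3 factors from 21494497 to 21495684, with fold enrichments of 5.39 for KLF15, 7.66 for TCF4 and 4.41 for NKX2-2. Stronger NKX2-2 peaks lay inside the gene, from 21492533 to 21493113 (fold enrichment 16.2) and from 21494024 to 21494342 (11.3). Within 200 kb of NKX2-2 there was 1 site with all 3 factors, 4 sites with TCF4 and NKX2-2, and 8 sites with a single factor. TCF4, a basic helix-loop-helix factor, lies on chromosome 18 from 52889562 to 53332018 on the minus strand. Within 200 kb of it there were 12 sites with both TCF4 and NKX2-2 and 21 sites with a single factor, and none of these sites had a KLF15 peak. The strongest shared TCF4 and NKX2-2 site there lay from 53530767 to 53531661, with a fold enrichment of 31.5. With any annotated transcript start in place of the gene start, a choice made after seeing the data, the TCF4 gene had TCF4 and NKX2-2 summits at a promoter.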

Enrichment of H3K27ac signals at these super-enhancers was observed across all Ewing sarcoma primary tumor samples (*n* = 3) and cell lines (*n* = 4). All three distal super-enhancers, but not promoters, were occupied by EWS-FLI1 in both A673 and SKNMC cells (Figure 2A, Supplementary Figure S2), again validating our method. Furthermore, by re-analyzing the publicly-available Hi-C data of SKNMC cells, we confirmed interactions between super-enhancers with promoters in every gene locus, suggesting direct transcriptional co-regulation between KLF15, TCF4 and NKX2-2 by binding to each other's super-enhancers. These data also highlight that EWS-FLI1 directly controls the expression of all three CRC members by occupying their super-enhancers (Figure 2A).

**Figure 2.**
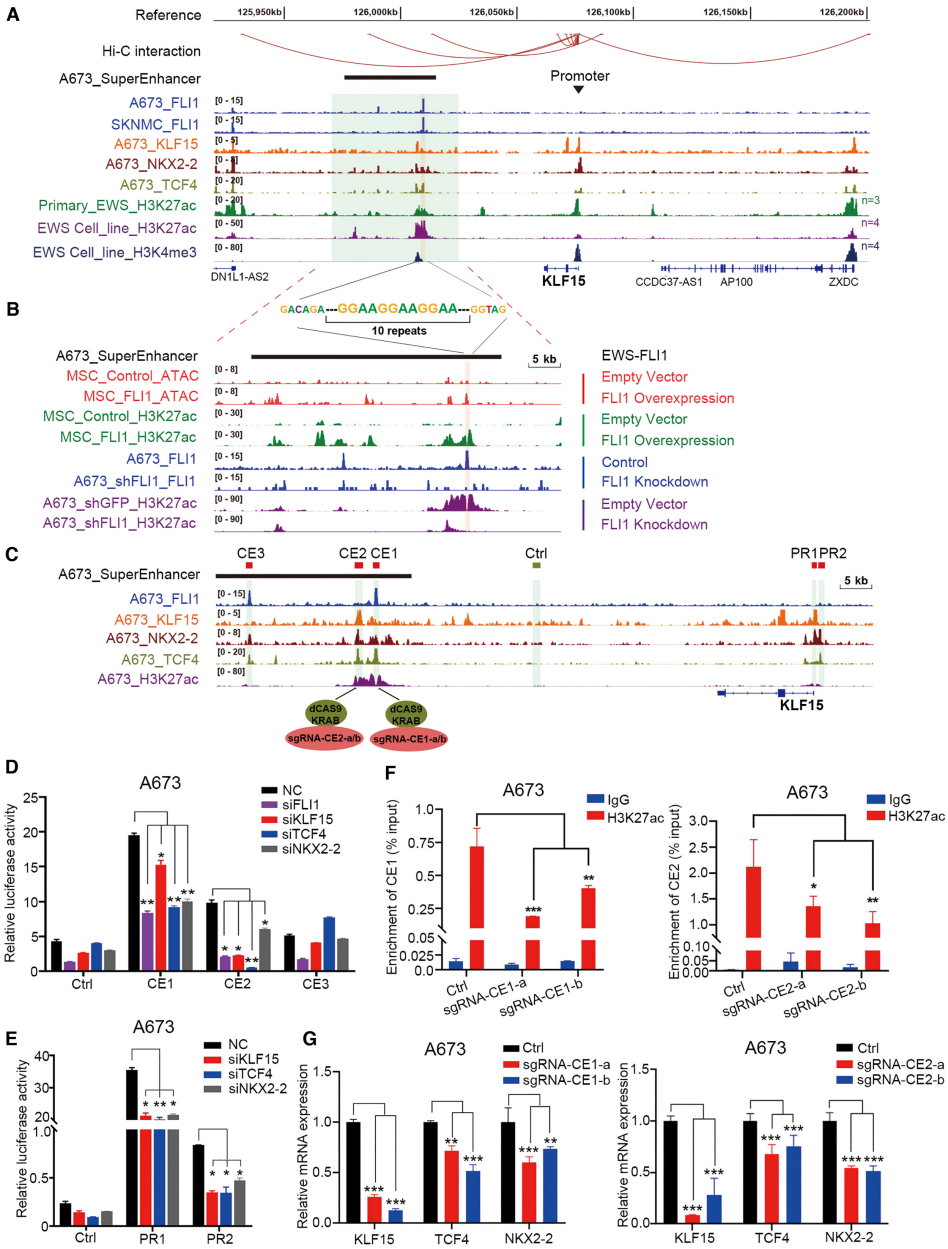
EWS-FLI1 and CRC TFs co-operatively activate the transcription of KLF15. (**A**) Integrative Genomics Viewer (IGV) plots of ChIP-Seq showing co-occupancy of EWS-FLI1 and CRC TFs at the super-enhancer and promoter of the KLF15 gene locus. The tracks were showing the overlapping signals of three primary Ewing sarcoma tissues and four Ewing sarcoma cell lines. Hi-C interactions were re-analyzed from the Hi-C data of SKNMC cell line downloaded from ENCODE database; H3K27ac, H3K4me3 and EWS-FLI1 ChIP-Seq data were retrieved from GEO (GSE61953). (**B**) ATAC-Seq and ChIP-Seq profiles at KLF15 super-enhancer region in either the presence or absence of EWS-FLI1 overexpression (top 4 tracks) or knockdown (bottom 4 tracks). Data were retrieved from GEO (GSE61953). (**C**) Zoom in view of ChIP-Seq signals in KLF15 locus. Three candidate enhancer elements (CE1-CE3), two promoter reigns (PR1, PR2) and one negative control region were separately cloned into luciferase reporter vectors. (**D**) Enhancer and (**E**) promoter activities were measured by luciferase reporter assays in A673 cells in either the presence or absence of knockdown of indicated TFs. (**F**) ChIP-qPCR using H3K27ac antibody was performed on A673 cells expressing either dCas9/KRAB vector alone or together with sgRNAs targeting CE1 and CE2. IgG was used as a negative control antibody. (**G**) qRT-PCR measuring the mRNA expression of CRC TFs in indicated groups. Mean ± s.d. are shown, Two-way ANOVA Dunnett's multiple comparisons test. *n* = 3. *P < 0.05; **P < 0.01; ***P < 0.001.

Previous *de novo* motif analyses elucidate that cis-regulatory elements activated by EWS-FLI1 are strongly enriched for GGAA repeats (7). Consistently, prominent enrichment of GGAA repeats were observed in EWS-FLI1 binding sites at all three CRC TFs (Figure 2A, B, Supplementary Figure S2). To further examine whether and how EWS-FLI1 establishes the super-enhancers of CRC factors, we first interrogated chromatin accessibility of normal primary MSCs infected with an EWS-FLI1 expression vector. In the absence of ectopic EWS-FLI1 expression, these genomic regions had negligible ATAC-Seq peaks or H3K27ac signals, indicating little transcriptional activity. Importantly, ectopic expression of EWS-FLI1 converted these regions to super-enhancers with much higher H3K27ac intensity and chromatin accessibility (top 4 tracks in Figure 2B, Supplementary Figure S2). On the other hand, in A673 cells, knockdown of EWS-FLI1 drastically decreased H3K27ac signal in EWS-FLI1-occupied super-enhancers (bottom 4 tracks in Figure 2B, Supplementary Figure S2). These results strongly suggest that EWS-FLI1 directly initiates and maintains the super-enhancers of CRC members.

Next, we identified three candidate enhancer constituents (CE1, CE2 and CE3) within the super-enhancer of KLF15 based on the occupancy of TFs (Figure 2C). Specifically, CE1 and CE3 were trio-occupied by EWS-FLI1, TCF4 and NKX2-2, while CE2 was trio-occupied by KLF15, TCF4 and NKX2-2 (Figure 2A, C). 

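One site in the distal region of KLF15 held peaks of all 3 factors, from 126006312 to 126007306 on chromosome 3 of GRCh37. Its fold enrichments were 13.6 for TCF4, 5.54 for NKX2-2 and 4.26 for KLF15, and the mean position of its summits lay 69588 bp downstream of the KLF15 gene start. Both guide RNAs that the study lists for CE2 matched this site over 20 bases: guide 1 from 126006800 to 126006819, inside the KLF15 and TCF4 peaks, and guide 2 from 126006313 to 126006332, inside the TCF4 peak and 471 bp from the KLF15 peak. A site with TCF4 and NKX2-2 peaks lay from 126008795 to 126009762 and held the match of guide 2 for CE1, from 126009555 to 126009574, which was 2506 bp from the nearest KLF15 peak. Guide 1 for CE1 had no exact match, and no guide is listed for CE3, so CE3 was not placed. Another site with TCF4 and NKX2-2 peaks lay from 125989939 to 125990229. Within 120 kb of KLF15 there were 7 sites with a single factor, 6 with a pair of factors and 1 with all 3.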

The spacing of TF binding sites can provide insights into the regulatory organization and cooperativity between TFs (38). We thus performed HOMER motif analysis and observed that the spacing between the binding sites of KLF15, TCF4 and NKX2-2 within CE2 was averaged 23 bp (16–31 bp, Supplementary Figure S2C), supporting the functional cooperation between these TFs. These enhancer elements, as well as a control region, were subsequently cloned into the pGL3-promoter luciferase reporter vector which were transfected into A673 cells. Robust reporter activities of CE1 and CE2, but not CE3, were observed (Figure 2D), consistent with the high H3K27ac signal in CE1 and CE2, but not CE3. We thus consider that CE3 harbors no enhancer activity. To determine the regulation of these enhancers by their occupying TFs, we silenced each TFs, and knockdown of each factor (Figure 2D) markedly reduced the activity of CE1 and CE2. These results support direct regulation of KLF15 super-enhancer by all CRC members, as well as EWS-FLI1. To validate further the transcriptional functionality of these enhancer elements, we performed CRISPR-interference wherein sgRNAs guide dCas9/KRAB complex to suppress targeted cis-regulatory elements (18,39). As shown in Figure 2F, both sgRNAs against CE1 and CE2 significantly decreased H3K27ac modification on these elements (40). Importantly, sgRNAs targeting either CE1 or CE2 markedly reduced the expression of KLF15 (Figure 2G), as well as the other two CRC TFs (TCF4, NKX2-2) (Figure 2G), again supporting the interconnected coregulation between these TFs. Moreover, CRC factors, but not the fusion oncoprotein, co-bound the promoter region of KLF15 (Figure 2A). 

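At the KLF15 promoter, peaks of KLF15, a Krüppel-like zinc finger factor, and of NKX2-2 overlapped from 126076151 to 126076598, with fold enrichments of 7.74 and 5.54. Their summits lay 118 bp and 64 bp upstream of the gene start, at 126076285 on chromosome 3. TCF4 and NKX2-2 peaks overlapped farther upstream, from 126076926 to 126077307, with fold enrichments of 8.95 and 11.7. The TCF4 summit lay at −874 bp from the gene start and did not lie under the KLF15 peak. A KLF15 peak without the other two lay inside the gene, from 126071109 to 126071692 (fold enrichment 6.42).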

We similarly cloned two promoter regions of KLF15 (PR1 and PR2) into the pGL3-basic luciferase reporter vector, and measured their activities by reporter assays in A673 cells (Figure 2E). Both of the two promoter regions expectedly showed strong reporter activity, and they were significantly inhibited upon silencing each of the three CRC TFs.

### CRC factors cooperate with EWS-FLI1 to orchestrate the transcriptional network of Ewing sarcoma cells

To gain insights into the mechanistic basis of CRC TFs in regulation of the transcriptome of Ewing sarcoma, we analyzed the epigenomic characteristics of their occupancy in A673 cells. To this end, we first annotated the putative promoter (H3K4me3^+^/H3K27ac^+^/H3K4me1^−^) and distal enhancer (H3K4me3^−^/H3K27ac^+^/H3K4me1^+^) regions by available histone marks. Genome-wide peaks of each CRC TFs and EWS-FLI1 were then assigned to these regions. 

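Of 20260 protein-coding gene promoters, 9578 (47.3%, 95% Wilson interval 46.6–48.0) had a summit of KLF15, TCF4 or NKX2-2 within 1000 bp. Among the 12384 genes with a mean over 0.5 FPKM in the control libraries that siTCF4 and siNKX2-2 share, 8723 (70.4%) had one. TCF4 alone was found at 2748 promoters, NKX2-2 alone at 577 and KLF15 alone at 135. Genes bound by all 3 at the promoter included the growth factor gene VEGFB, the cyclin gene CCND1 and the immediate early genes FOS and EGR1. The remaining 10682 promoters (52.7%) had none of the 3 factors, among them those of the ceramide synthase gene CERS2 and of FLI1, the 3′ partner of the fusion gene. The intervals cover counting error only, since each factor had 1 library.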

Notably, the occupancy of these TFs was pervasive throughout the genome, with 77.2% of all promoters (8230/10 660) and 55.6% of all enhancers (4496/8087) bound by at least one of the factors (Figure 3A). Although genomic regions quadruple-bound by all four TFs were rare (0.6% promoters and 0.4% enhancers), cooperative occupancy (i.e. trio- and dual-occupation) were more common than solo-occupancy in both the promoter and enhancer regions (Figure 3A, B, Supplementary Figure S3), suggesting strong cooperativity between these factors. Specifically, several important co-binding patterns were observed: (i) validating previous studies (6,7), most EWS-FLI1 peaks were restricted within enhancer regions; (ii) EWS-FLI1 almost always trio-occupied with TCF4/NKX2-2; (iii) most KLF15-binding was in the promoter region, and it either dual-occupied with TCF4 or trio-occupied with TCF4/NKX2-2.

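Peaks of TCF4 and NKX2-2 together without KLF15 were the commonest combination, at 3078 promoters, followed by all 3 factors at 2226. KLF15 with TCF4 was found at 716 promoters and KLF15 with NKX2-2 at 98. In all, 3460 promoters (17.1%) had 1 factor, 3892 (19.2%) had a pair and 2226 (11.0%) had all 3. Independent binding would place all 3 factors at 406 promoters, and at 880 of the expressed genes, where 2135 were found. Each pair of factors met more often than independent binding gives, with odds ratios of 24.4 for KLF15 and TCF4, 10.0 for KLF15 and NKX2-2 and 24.5 for TCF4 and NKX2-2. Among expressed genes the odds ratios were 11.3, 5.10 and 10.9. All 3 lists were called against 1 input library and no other factor was examined, so these ratios cannot decide whether the factors cooperate. From the promoters and enhancers with more than 1 factor, the paper proposes strong cooperativity between these factors.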

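KLF15 was mostly a promoter factor in these lists: 2818 of its 4015 peaks (70.2%, 95% Wilson interval 68.8–71.6) had a summit within 1000 bp of a protein-coding gene start. For TCF4 this held for 8446 peaks (20.5%) and for NKX2-2 for 5430 (21.9%). Among as many of the strongest peaks as KLF15 has, 9.74% of TCF4 and 14.8% of NKX2-2 peaks lay at promoters, so the longer lists did not set the order. TCF4 overlapped 88.7% of KLF15 peaks (95% Wilson interval 87.6–89.6) and NKX2-2 overlapped 65.8%. Of the KLF15 peaks at promoters, 91.0% overlapped TCF4, 68.0% overlapped NKX2-2, 64.7% overlapped both and 5.71% overlapped neither. Conversely, KLF15 overlapped 8.72% of TCF4 and 10.8% of NKX2-2 peaks. TCF4 overlapped 72.1% of NKX2-2 peaks, and NKX2-2 overlapped 43.0% of TCF4 peaks.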

**Figure 3.**
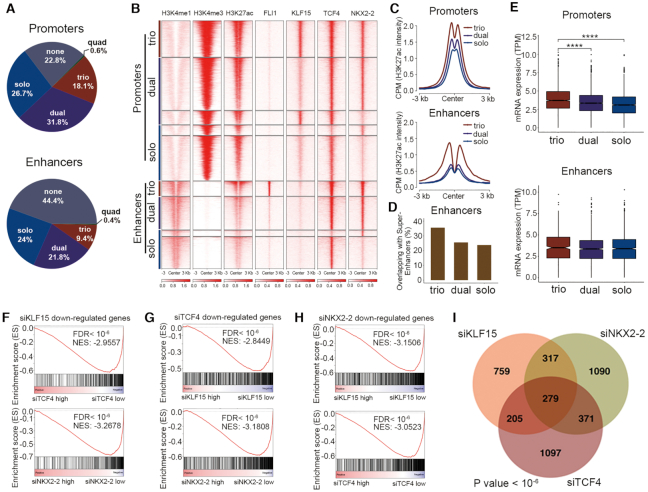
Transcriptional cooperativity between EWS-FLI1 and CRC TFs. (**A**) Pie charts of the factions of combinatorial binding patterns of EWS-FLI1 and three CRC TFs. (**B**) Heatmaps of ChIP-Seq signals of indicated factors in A673 cells, stratified by different combinatorial binding patterns. (**C**) Line plots of H3K27ac ChIP-Seq signals from indicated groups of peaks in A673 cells. (**D**) The overlapping of indicated groups of peaks with super-enhancers in A673 cells. (**E**) Box plots of mRNA expression of genes associated with indicated groups of peaks in A673 cells. The nearest genes of enhancers were used. (**F**) GSEA plots showing the enrichment of downregulated genes upon knockdown of KLF15 in either siTCF4 or siNKX2–2 RNA-Seq data. Reciprocal GSEA plots of RNA-Seq following knockdown of TCF4 (**G**) and NKX2–2 (**H**) are similarly provided. NES, normalized enrichment score; FDR, false discovery rate. (**I**) Venn diagram of downregulated genes following silencing of each single TFs (*P* value < 10^−6^; empirical distribution test).

Importantly, regardless of promoter or enhancer elements, trio-binding regions always harbored much higher H3K27ac intensity compared to either solo- or dual-binding regions (Figure 3C), suggesting that regulatory regions trio-occupied by these TFs may have stronger transcriptional activity. Moreover, tri-occupied regions were more likely to overlap super-enhancers than either dual- or solo-occupied regions (Figure 3D).

To determine further the possible transcriptional impact of these binding event, matched RNA sequencing (RNA-Seq) data of A673 cells were analyzed. Notably, genes associated with trio-bound promoters exhibited the highest expression levels compared with either solo- or dual-bound promoters (Figure 3E, upper panel). 

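Expression in control A673 cells was higher with each further factor at the promoter. Median expression was 0.0972 FPKM for the 10682 genes with no factor, 11.3 FPKM with 1, 17.9 FPKM with 2 and 23.7 FPKM with all 3. Among the promoters with a pair of factors, medians were 17.7 FPKM for TCF4 with NKX2-2, 19.3 FPKM for KLF15 with TCF4 and 17.2 FPKM for KLF15 with NKX2-2. Single factors gave 11.9 FPKM for TCF4, 9.62 FPKM for NKX2-2 and 6.89 FPKM for KLF15. The step from 2 factors to all 3 was 0.40 on the log2 scale, that from 1 to 2 was 0.63 and that from none to 1 was 4.32 (two-sided permutation tests of the difference of medians, adjusted p = 1e-05 for each of the 3 steps, the smallest that 100000 permutations give). Genes with a mean over 0.5 FPKM alone gave medians of 6.18, 15.1, 19.9 and 25.7 FPKM and steps of 1.22, 0.39 and 0.36, with the same p. The values are means of the 2 control libraries of siTCF4 and siNKX2-2, and the tests treat genes as independent.

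**Figure D1:**
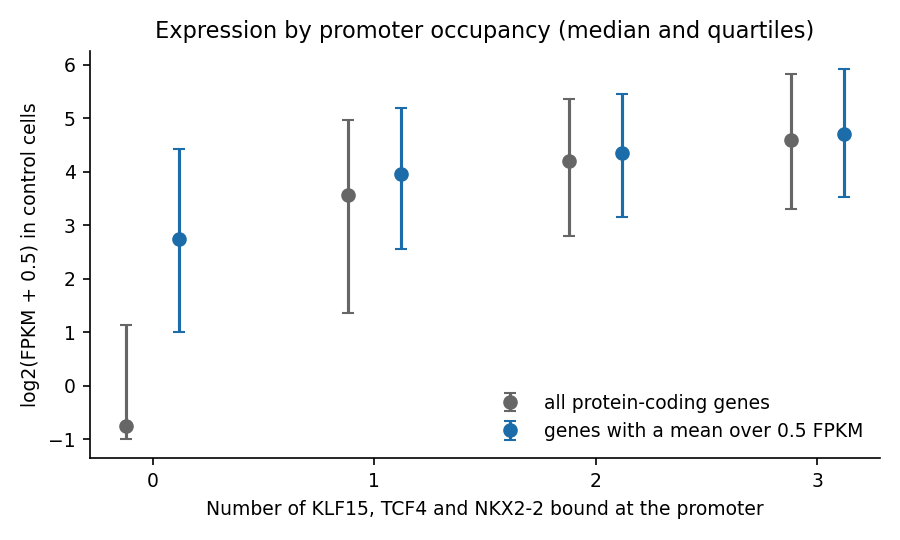
Median log2(FPKM + 0.5) in control cells, with quartiles, against the number of factors bound at the promoter, for all protein-coding genes (grey) and for those with a mean over 0.5 FPKM (blue). In both groups the median is highest with all 3 factors, at 23.7 and 25.7 FPKM.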

A similar trend was also observed in enhancer elements, albeit without statistical significance (Figure 3E, lower panel). Together, these data highlight the cooperative binding as a key characteristic of CRC TFs. Moreover, CRC factors cooperate not only among themselves, but also with EWS-FLI1 in regulating the epigenome of Ewing sarcoma cells.

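RNA of A673 cells transfected with siRNA against KLF15, TCF4 or NKX2-2 was sequenced in 2 libraries per knockdown. The siKLF15 libraries had 2 control libraries of their own, and siTCF4 and siNKX2-2 shared 2 others, which makes 10 libraries. The siRNA concentration was 100 nM, and the time after transfection is 24 h on the sample labels and 24–48 h in the paper's methods. Which of the listed siRNA sequences each library received is not known. The authors' deposited tables give a value per gene and library with the fold changes and p-values of DESeq2. Methods and Table S4 call these values TPM, but they sum to 597124 to 667651 per library and have the form of FPKM, and they are called FPKM here. The depth behind the values was read from a minority of the genes with a single read, those on a common line set by exon length. This depth includes the authors' scaling between libraries and may differ from a library's own read count. It was 26.6 and 16.7 M reads in the siKLF15 controls, 17.9 and 23.7 M in siKLF15, 23.1 and 23.8 M in the shared controls, 16.7 and 19.7 M in siTCF4 and 19.3 and 17.9 M in siNKX2-2. Pearson's r between the replicates of a group, across genes, was 0.964 to 0.973, and mitochondrial genes took 3.81% to 7.70% of the summed values. log2(FPKM + 0.5) of genes with a mean over 0.5 FPKM was fitted with limma, siKLF15 over its 4 libraries and siTCF4 and siNKX2-2 jointly over 6. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the study. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333, so calls rest on limma's moderated test across all genes.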

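Each siRNA lowered the mRNA of its own target. KLF15 fell from 13.8 ± 0.602 to 5.41 ± 1.61 FPKM (SD, n = 2) after siKLF15, a log2 fold change of −1.30 (SE 0.204, adjusted p = 0.0110 from limma). TCF4 fell from 51.3 ± 2.78 to 13.8 ± 0.387 FPKM after siTCF4, a log2 fold change of −1.85 (SE 0.0672, adjusted p = 1.7e-04), and NKX2-2 fell from 32.8 ± 0.719 to 8.14 ± 1.73 FPKM after siNKX2-2, a log2 fold change of −1.96 (SE 0.137, adjusted p = 3.9e-04). TCF4 and NKX2-2 each fell after silencing of the other: TCF4 by 0.86 on the log2 scale after siNKX2-2 (adjusted p = 5.4e-04) and NKX2-2 by 0.76 after siTCF4 (adjusted p = 0.00890). KLF15 fell by 0.63 after siTCF4 (adjusted p = 0.00411), and its log2 fold change after siNKX2-2 was −0.12 (adjusted p = 0.353). After siKLF15, the log2 fold changes of TCF4 and NKX2-2 were −0.03 and 0.04 (adjusted p = 0.703 and 0.671). Without any 1 of the 4 libraries of its fit, no gene passed limma's test for siKLF15 (1724 to 1899 were lower at an unadjusted p under 0.05), and KLF15 itself had a log2 fold change of −1.58 to −1.02 (lowest adjusted p 0.0779). In a fit over all 10 libraries, added after seeing the data, its call held with any library left out, whereas that of KLF15 after siTCF4 was lost without either siTCF4 library or either of its controls.

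**Figure D2:**
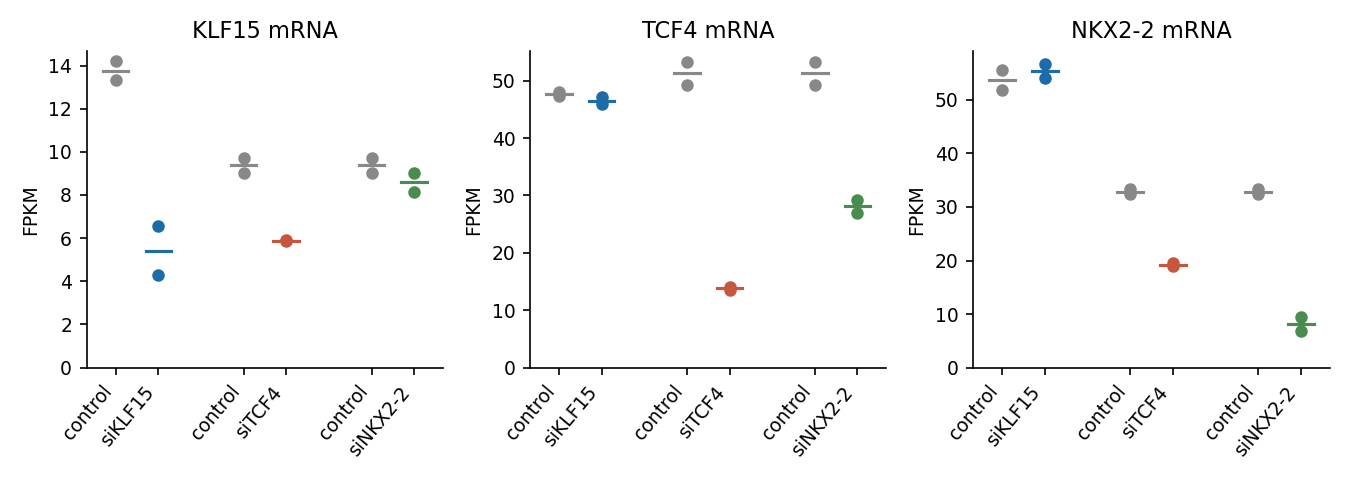
FPKM of KLF15, TCF4 and NKX2-2 in each library (points) with the mean of the 2 libraries (line), for every knockdown beside its controls. The means of the silenced genes drop from 13.8 to 5.41, from 51.3 to 13.8 and from 32.8 to 8.14 FPKM.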

To establish further the regulatory effect of CRC factors on the transcriptome, we performed RNA-Seq of A673 cells in either the presence or absence of knockdown of each TF. 

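Genes that fell by more than 1 on the log2 scale after siKLF15 also tended to fall after siTCF4 and after siNKX2-2. TMSB15A, an actin-binding thymosin, had log2 fold changes of −3.04 (SE 0.0813) after siKLF15, −2.92 after siTCF4 and −1.48 after siNKX2-2, all 3 past the test. Its 3′ untranslated region holds a site for the seed of siKLF15 number 2, 1 of the 2 siRNAs listed against KLF15. TP53INP1, a p53-induced gene, fell by 2.58, 2.52 and 2.42 on the log2 scale after siKLF15, siTCF4 and siNKX2-2. PGF, which encodes placental growth factor, fell by 2.35 after siKLF15 and by 4.81 after siNKX2-2 but rose by 0.89 after siTCF4. Of the 526 genes in this siKLF15 set, 507 were in the ranking of the other two knockdowns, with normalized enrichment scores of −2.62 for siTCF4 and −2.53 for siNKX2-2 (fgsea on limma's moderated statistics, adjusted p = 1e-10 for both, the smallest computed).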

Importantly, gene set enrichment analyses (GSEA) showed that genes decreased following silencing of KLF15 were strongly and significantly enriched in those also downregulated upon depletion of either TCF4 or NKX2-2 (Figure 3F). 

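The lower genes of the other two knockdowns gave scores of the same sign. The siTCF4 set held 859 genes, among them CCL2, a chemokine (log2 fold change −2.29, SE 0.148), and CKB, a creatine kinase (−2.08, SE 0.0439). It had normalized enrichment scores of −2.40 in the siKLF15 ranking, over 755 genes, and −2.43 in the siNKX2-2 ranking. The siNKX2-2 set held 986 genes, among them GRP, which encodes gastrin-releasing peptide (−3.89, SE 0.153), and GAP43, a growth cone protein (−2.93, SE 0.107). Its scores were −2.75 in the siKLF15 ranking, over 882 genes, and −2.82 in the siTCF4 ranking (adjusted p = 1e-10 from fgsea for both sets in the siKLF15 ranking, which has controls of its own). The siTCF4 and siNKX2-2 rankings share their control libraries, which can give low scores by themselves where the ranked knockdown changes no gene. In 100 simulated draws in which the ranked knockdown changed no gene, a test added after seeing the data, the score had a mean of −2.10 for the siTCF4 set (lowest −2.35) and of −2.02 for the siNKX2-2 set (lowest −2.23). The observed scores lay below every draw, but part of the excess may come from the shared controls. The simulated sets were also larger, with means of 1195 and 1293 genes against the 859 and 986 observed, so the comparison is not exact. With the changes of the ranked knockdown moved to other genes of like expression the means were −0.896 (lowest −1.11) and −1.03 (lowest −1.21). Both knockdowns changed many genes, so these draws are nearer to the data, and the observed scores lay below all of them. Their simulated sets were also larger than those observed.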

The same pattern was also observed in RNA-Seq data of either siTCF4 or siNKX2-2 (Figure 3G, H). Indeed, the downregulated genes in each dataset substantially and significantly overlapped (*P* < 10^−6^, empirical distribution test); in fact, the ‘shared’ changes accounted for almost half of all changes in every case (43.8% for TCF4, 51.3% for KLF15, and 47.0% for NKX2-2) (Figure 3I). These results suggest that CRC factors may act in concert with each other to co-regulate the transcriptome of Ewing sarcoma cells.

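Of 14563 genes tested in all 3 knockdowns, 291 were lower in all of them and 1245 in at least 2. Among those lower in all 3 were IRF2, an interferon regulatory factor of the super-enhancer list (log2 fold changes −0.71, −0.96 and −1.23 after siKLF15, siTCF4 and siNKX2-2, with a seed site of siKLF15 number 2 in its 3′ untranslated region), and SMAD3, a TGF-β signal transducer (−0.90, −0.70 and −1.05). The pairs shared 496 lower genes (siKLF15 and siTCF4), 619 (siKLF15 and siNKX2-2) and 712 (siTCF4 and siNKX2-2). Independent lists would share 226, 235 and 302 genes, and 33.2 across all 3 knockdowns. The highest counts among 10000 draws of genes matched on expression were 300, 310, 382 and 66 (one-sided permutation p = 0.0001 for each, the smallest these draws give). Genes lower in another knockdown made up 51.4% of the 1603 lower genes of siKLF15 (95% Wilson interval 49.0–53.8), 44.6% of the 2057 of siTCF4 (42.4–46.7) and 48.7% of the 2136 of siNKX2-2 (46.6–50.8), against 29.1%, 26.0% and 25.5% in matched draws. Higher genes overlapped as well, 376 in all 3 knockdowns and 1286 in at least 2, and NOLC1, a nucleolar phosphoprotein, rose by 2.09, 2.04 and 2.00. Opposite calls that also passed limma's test of the difference were fewer than calls in the same direction, which had no such condition. For siKLF15 with siTCF4, 104 genes were lower after the first and higher after the second and 139 the reverse, against 1107. The numbers were 71, 112 and 1346 for siKLF15 with siNKX2-2 and 173, 127 and 1490 for siTCF4 with siNKX2-2. Across genes, which are not independent replicates, fold changes correlated at r = 0.252 for siKLF15 with siTCF4 (Spearman's rho 0.267) and 0.330 for siKLF15 with siNKX2-2 (0.372). For siTCF4 with siNKX2-2 r was 0.386 (0.332). Simulated unchanged groups gave a mean r of 0.498 there from the shared controls alone, so r cannot show how much these contribute. The covariance of that pair was 0.185, against a mean of 0.0395 in the simulated groups, an excess of 0.145. The excess was 0.111 for siKLF15 with siTCF4 and 0.158 for siKLF15 with siNKX2-2. From these overlaps the paper proposes that the factors act in concert to regulate the transcriptome together.

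**Figure D3:**
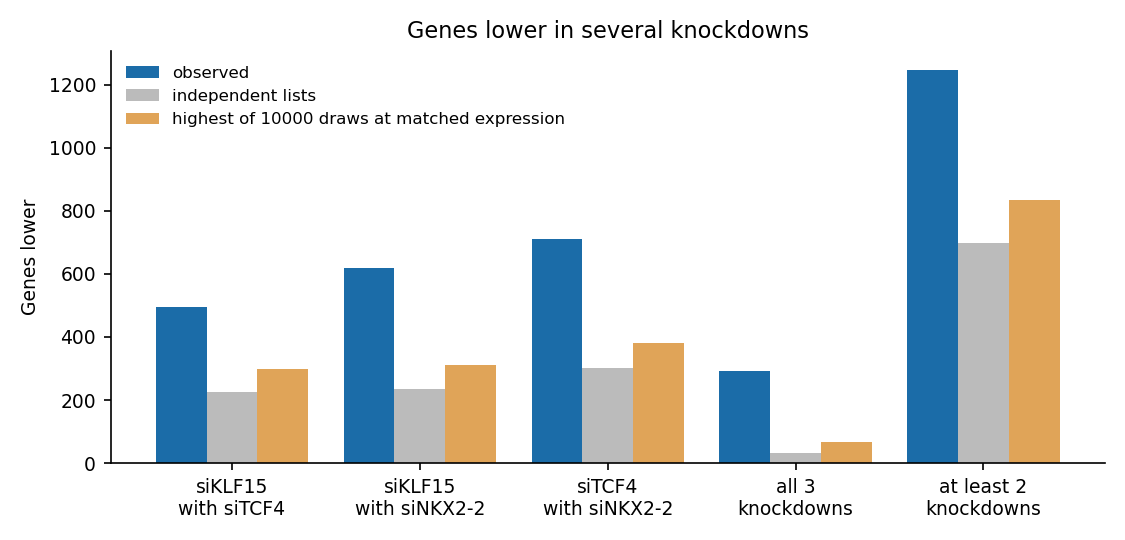
Number of genes lower in each pair of knockdowns and in all 3 (blue), beside the number independent lists give (grey) and the highest of 10000 draws matched on expression (orange). The observed bars are 496, 619 and 712 genes for the pairs and 291 for all 3 knockdowns.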

### CRC factors have strong tumor-promoting function in Ewing sarcoma cells

Considering the prominent roles of CRC in controlling transcriptional network (41,42), we postulated that KLF15, TCF4 and NKX2-2 are required for the viability and proliferation of Ewing sarcoma cells. Indeed, NKX2-2 has been established as a tumor-promoting factor in Ewing sarcoma (43), but the functions of KLF15 and TCF4 remained hitherto unknown in this cancer. We thus performed loss-of-function assays and showed that knockdown of either KLF15, TCF4 or NKX2-2 by individual siRNAs (Figure 4A) markedly inhibited cell proliferation (Figure 4B, Supplementary Figure S4A) and colony growth (Figure 4C). The results were verified by doxycycline-inducible expression of multiple independent shRNAs (Supplementary Figures S4B–E). Fluorescence-activated cell sorting (FACS) analysis showed that depletion of endogenous expression of CRC TFs caused cell cycle arrest (Supplementary Figures S4F, G). We also detected increased cell apoptosis after knockdown of TCF4 (Supplementary Figure S4H). A previous study showed that NKX2-2 silencing suppressed xenograft growth of Ewing sarcoma (44,45). Here, we tested the dependency of Ewing sarcoma cells on KLF15 and TCF4 *in vivo*. To this end, we generated cell line models in which either KLF15 or TCF4 expression could be silenced by doxycycline (DOX)-inducible shRNA (A673-TetshKLF15 or A673-TetshTCF4) (Supplementary Figure S4B, D). Xenograft tumors were then established in nude mice by subcutaneous implantation. Expression of DOX-inducible shRNAs against either KLF15 or TCF4 potently inhibited xenograft growth of Ewing sarcoma (Figure 4D, E). Finally, immunoblotting of xenograft tumors again confirmed the co-regulation of CRC TFs, as shown by the downregulation of each CRC member upon silencing of either KLF15 or TCF4 (Figure 4F). Taken together, these results demonstrate that as CRC members, KLF15, TCF4 and NKX2-2 may positively co-regulate each other and promote the growth and survival of Ewing sarcoma cells.

**Figure 4.**
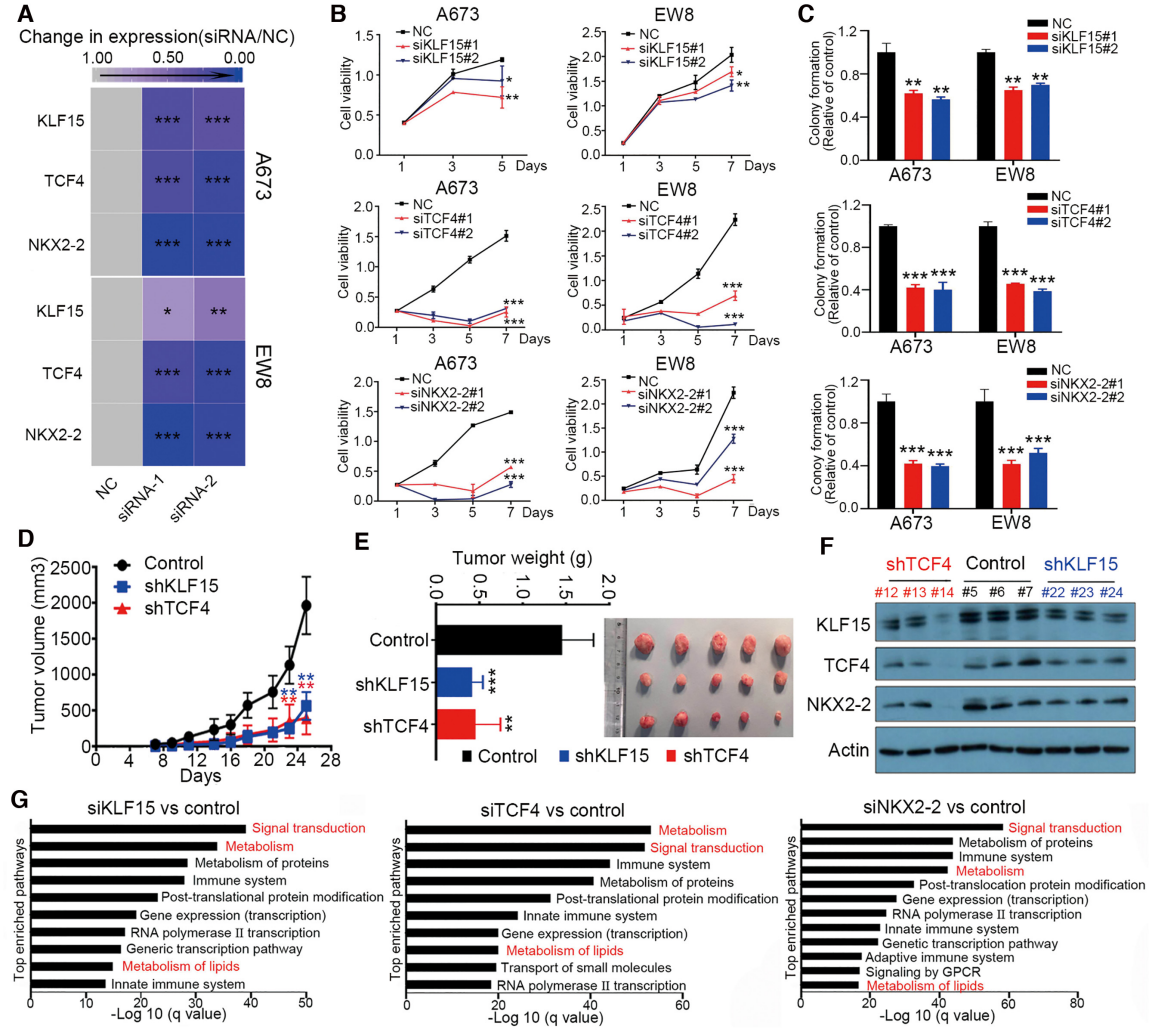
Cancer-promoting functions of CRC TFs in Ewing sarcoma cells. (**A**) Heatmap of mRNA levels of three TFs before and after knockdown by individual siRNAs in A673 and EW8 cells. (B, C) Silencing of three TFs by individual siRNAs decreased cell proliferation (**B**) and colony growth (**C**) in Ewing sarcoma cells. NC, non-targeting control siRNA. (D–F) Silencing of either KLF15 or TCF4 by inducible shRNAs decreased xenograft growth *in vivo*. Growth curves (**D**), tumor weights and images (**E**) and co-regulation between CRC TFs (**F**) in resected tumors. Mean ± s.d. are shown, Two-way ANOVA Dunnett's multiple comparisons test. (A), (B) and (C) are *n* = 3, (D) and (E) are *n* = 6. *P < 0.5, **P < 0.01; ***P < 0.001. (**G**) Pathway enrichment analysis of downregulated genes after knockdown of each of three CRC TFs in A673 cells.

### CRC factors co-regulate lipid metabolism pathways in Ewing sarcoma

Having established the functional significance of CRC TFs in the proliferation and viability of Ewing sarcoma cells, we next focused on investigating their downstream pathways. 

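Silencing of KLF15 lowered 1622 genes and raised 1722 of 15484 tested, silencing of TCF4 lowered 2195 and raised 1996 of 16897, and silencing of NKX2-2 lowered 2262 and raised 2143 of 16897. Protein-coding genes made up 1472, 1872 and 1969 of the lower genes. Genes that fell after siKLF15 included LAPTM4A, a lysosomal membrane protein (−2.92, SE 0.127), and MCAM, a cell adhesion molecule (−2.12, SE 0.137), both with a seed site of siKLF15 number 2, which 33.2% of uncalled genes hold as well. The transcription factor genes FOSL1 and EGR1 rose, by 3.26 (SE 0.126) and 3.12 (SE 0.0944). Genes that fell after siTCF4 included CD82, a tetraspanin (−2.47, SE 0.336), and UHMK1, a kinase (−2.46, SE 0.0962), and OGFR, the opioid growth factor receptor gene, rose by 2.12 (SE 0.0518). After siNKX2-2, PGF dropped from 168 ± 6.09 to 5.54 ± 0.960 FPKM (SD, n = 2), with a seed site of siNKX2-2 number 2 in its 3′ untranslated region, as 16.8% of uncalled genes have, and IFITM2, an interferon-induced gene, fell by 3.77 (SE 0.223). The junction genes F11R and LSR rose after siNKX2-2, by 3.50 (SE 0.258) and 3.36 (SE 0.159). All of these genes passed limma's test, at adjusted p from 7.1e-05 to 0.00326. The authors' deposited DESeq2 columns, at the same thresholds, call 1560, 1952 and 2057 genes lower, of which 1415, 1807 and 1928 are also lower in limma.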

Pathway enrichment analysis was performed using downregulated genes, defined as log 2(fold change) < –0.5 and *q* value < 0.05, upon knockdown of each TF individually. Multiple top enriched terms were shared among each analysis, including ‘Signal transduction’, ‘Metabolism’, ‘Metabolism of lipids’, ‘Gene expression (transcription)’ and ‘RNA Pol-II transcription’ (Figure 4G), strongly supporting the functional cooperation between these CRC factors. Among these shared top-ranking pathways, we were particularly interested in the lipid metabolism signaling, since: (i) the biological significance of lipid metabolism in the biology of Ewing sarcoma is unknown; (ii) the regulatory basis of CRC TFs on lipid metabolism is unclear.

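Of 75 measured super-enhancer transcription factors, listed by the study, 18 fell after siKLF15, 12 after siTCF4 and 20 after siNKX2-2 (20, 12 and 20 when adjusted over the list alone), and 12, 12 and 8 rose. DLX2, a homeobox factor, fell by 1.48 after siKLF15 and by 1.39 after siNKX2-2, TCF12, an E protein, fell by 1.29 after siKLF15, and PAX7 fell by 1.35 after siTCF4. Against all tested genes the odds ratios of being lower were 2.72 (siKLF15), 1.28 (siTCF4) and 2.36 (siNKX2-2), with adjusted p of 0.00999, 0.608 and 0.0159 from Fisher's exact test over 144 list tests, which were added after seeing the data. Camera, the test set beforehand, called this list in no knockdown (adjusted p = 0.681, 0.531 and 0.379). KLF15, TCF4 and NKX2-2 are members of this list, so the lower count and odds ratio of each knockdown include the silenced gene itself. The study chose this list on A673 cells, so it is not independent evidence. Of 31 or 32 genes of glycolysis and hypoxia, 5 fell and 3 rose after siKLF15, 9 fell and 0 rose after siTCF4, and 4 fell and 4 rose after siNKX2-2 (6 and 3, 9 and 0, and 4 and 4 when adjusted over the list alone). Among them the lactate dehydrogenase gene LDHA fell by 1.41 after siTCF4. The siTCF4 list had an adjusted p of 0.00300 in camera, and adjusted p = 0.432 with an estimated correlation. That form takes its degrees of freedom from the 4 or 6 libraries of a fit. No list passed it in any knockdown, so not passing it does not count against a list. Of 56 genes of oxidative phosphorylation, 3, 2 and 5 fell and 1, 5 and 1 rose. The shares that fell, 5.36%, 3.57% and 8.93%, did not differ detectably from the 10.5%, 13.0% and 13.4% of other genes (adjusted p = 0.495, 0.103 and 0.648 from Fisher's exact test), and fewer than of other genes rose after siNKX2-2 (1.79% against 12.7%, adjusted p = 0.0497). Camera placed this list lower after siKLF15 (median log2 fold change −0.13, adjusted p = 0.0101) and siNKX2-2 (−0.16, 0.00208), and neither held with an estimated correlation (adjusted p = 0.916 and 0.454).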

To elucidate the mechanisms underlying the regulation of lipid metabolism by CRC TFs, we analyzed in-depth all the enriched genes (*n* = 242) in the term ‘Metabolism of lipids’ (Figure 5A). 

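Lower genes were found in each of 4 lists of lipid genes fixed before the data were examined. Of 29 measured genes of fatty acid synthesis and elongation, 18 were lower in at least 1 knockdown (62.1%), among them the elongase genes ELOVL2 (−1.80 after siTCF4) and ELOVL6 (−1.30 after siNKX2-2) and ACSS2, an acetyl-CoA synthetase (−1.23 after siTCF4). Of 23 genes of cholesterol synthesis, 16 were lower in at least 1 (69.6%), among them MSMO1, a sterol oxidase (−1.52 after siKLF15), and LBR, a sterol reductase of the nuclear envelope (−2.28 after siNKX2-2). Of 39 genes of sphingolipid metabolism, 20 were lower in at least 1 (51.3%), among them the ganglioside synthase gene ST3GAL5 (−1.92 after siNKX2-2) and the ceramide synthase gene CERS1 (−1.88 after siTCF4). Of 51 genes of glycerophospholipid metabolism, 19 were lower in at least 1 (37.3%), among them MBOAT1, an acyltransferase gene, after siKLF15. About 25.1% of other tested genes were lower in at least 1 knockdown, and adjusted p was 4.0e-04, 2.1e-04, 0.00314 and 0.118 for the 4 lists (two-sided Fisher's exact test, added after seeing the data). The genes that the paper found under its lipid term are not listed in its text, so these lists differ from it.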

Again, consistent with the close cooperation between CRC TFs, these genes were strongly shared between individual RNA-Seq data upon knockdown of each CRC factors. These downregulated genes were enriched in key pathways in lipid metabolism, including glycerophospholipid metabolism, sphingolipid metabolism, steroid biosynthesis, biosynthesis of unsaturated fatty-acids, as well as fatty-acid elongation (Figure 5B). 

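Some lipid genes were lower in more than 1 knockdown. PTPLB, a dehydratase of fatty acid elongation, fell in all 3, by 0.59, 0.51 and 0.69 on the log2 scale after siKLF15, siTCF4 and siNKX2-2, and no gene of the other lipid lists was lower in all 3. Genes lower in at least 2 knockdowns numbered 6 for fatty acid synthesis, among them the desaturase genes FADS2 and FADS3, 5 for cholesterol synthesis, among them IDI1 and TM7SF2, 6 for sphingolipid metabolism, among them the ceramidase gene ASAH1, and 9 for glycerophospholipid metabolism, among them the phospholipase genes PLD1 and PLD2. These are 20.7%, 21.7%, 15.4% and 17.6% of the measured members, against 7.31% to 7.32% of other genes (adjusted p = 0.0489, 0.0622, 0.134 and 0.0362 from Fisher's exact test). Among lipid genes lower in at least 1 knockdown, the share lower in a second one was 33.3%, 31.2%, 30.0% and 47.4%, against 29.2% of all lower genes, and adjusted p ran from 0.228 to 1 for these comparisons.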

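Lipid genes changed in both directions. In fatty acid synthesis and elongation, 5 of 29 genes fell and 2 rose after siKLF15, 12 fell and 3 rose after siTCF4, and 8 fell and 4 rose after siNKX2-2 (6 and 2, 12 and 3, and 8 and 4 when adjusted over the list alone). After siKLF15 the desaturase gene SCD5 fell by 1.55 and ME1, the malic enzyme that supplies NADPH, rose by 1.27. In cholesterol synthesis, 8 of 23 fell and 2 rose after siKLF15, 10 fell and 2 rose after siTCF4, and 3 fell and 6 rose after siNKX2-2 (the same numbers when adjusted over the list alone). After siTCF4 HMGCR, the rate-limiting enzyme, fell by 0.80, and after siNKX2-2 the mevalonate kinase gene MVK rose by 1.56 and the LDL receptor gene LDLR by 0.94. In sphingolipid metabolism, 8 of 36 fell and 2 rose after siKLF15, and 8 and 10 of 39 fell and 4 and 3 rose after siTCF4 and siNKX2-2 (the same numbers when adjusted over the list alone). In glycerophospholipid metabolism, 11 of 50 fell and 8 rose after siKLF15, and 9 and 8 of 51 fell and 3 and 7 rose after siTCF4 and siNKX2-2 (12 and 8, 9 and 3, and 8 and 8 when adjusted over the list alone). Camera with a preset correlation of 0.01 placed fatty acid genes lower after siKLF15 (adjusted p = 0.0495) and siTCF4 (6.4e-04) and cholesterol genes lower after siKLF15 (9.1e-04) and siTCF4 (2.1e-04). With an estimated correlation none of the 4 passed, at adjusted p = 0.776 after siKLF15 and adjusted p = 0.205 after siTCF4 for both lists. The estimated correlations after siKLF15 and siTCF4 were −0.0342 and −0.00633 for fatty acid genes and −0.00854 and −0.0223 for cholesterol genes. All are under the preset 0.01, so correlation between genes did not cause the loss. That form takes its degrees of freedom from the 4 or 6 libraries of a fit, so it cannot decide here. For sphingolipid genes after siKLF15 the median log2 fold change was 0.01 and the mean −0.06, and camera's direction was down.

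**Figure D4:**
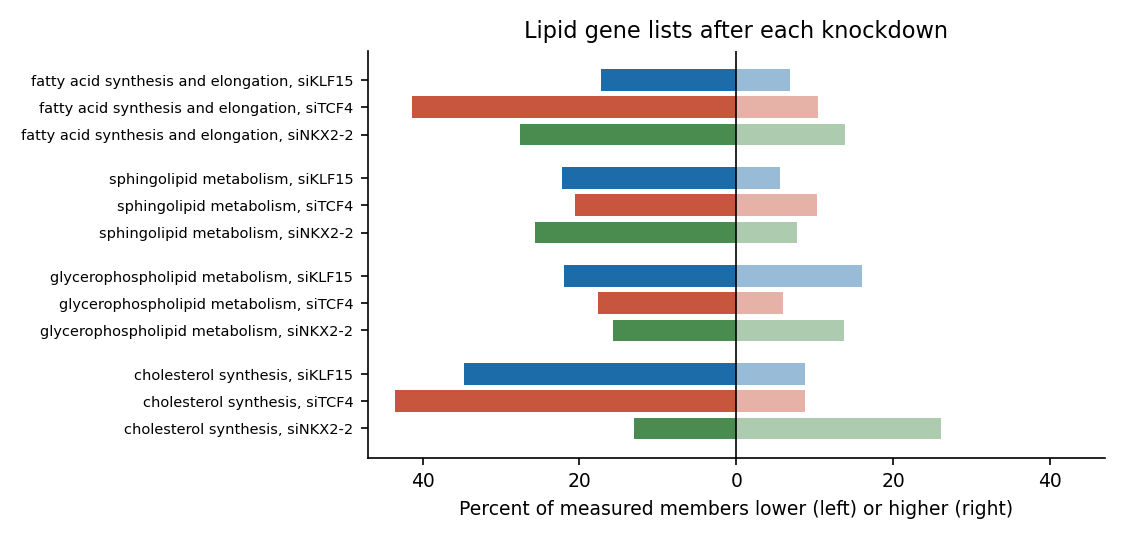
Percent of the measured members of 4 lipid gene lists that were lower (bars to the left) or higher (bars to the right, paler) after each knockdown. Of 23 cholesterol genes, 13 have no call after siKLF15, 11 after siTCF4 and 14 after siNKX2-2.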

To quantify the functional impact of CRC TFs on these lipid metabolism processes, we performed liquid chromatography–tandem mass spectrometry (LC–MS/MS)-based lipidomics in A673 cells, considering the immense structural complexity of lipid species. Specifically, quantitative lipidomics were performed in the presence and absence of the knockdown of each individual TF. To warrant reproducibility and robustness, 3–4 replicates of each sample were measured, and the data were highly comparably and consistent (Supplementary Figures S5A–C). In total, we identified an average of 1591 lipid ions in A673 cells, which belonged to 30 lipid classes, suggesting high sensitivity and lipidome coverage of the methodology. The most abundant lipid classes in A673 cells were phosphatidylcholine (PC), phosphatidylethanolamine (PE), diacylglycerol (DG), triacylglycerol (TG), dimethylphosphatidylethanolamine (dMePE) and sphingomyelin (SM). The most abundant fatty acyl chains were oleate (C18:1), palmitate (C16:0), stearate (C18:0), palmitoleic (C16:1), arachidonate (C20:4), docosahexaenoic (C22:6). In agreement with the pathway enrichment analysis, silencing of each TF caused appreciable changes in the lipid landscape of A673 cells (Figure 5C–E). Specifically, comparing control with knockdown groups, 251 (in siKLF15), 397 (in siTCF4) and 319 (in siNKX2-2) lipid ions were differentially regulated (*q* value < 0.05, absolute fold change > 2). Although the alterations in lipid species were variable between different knockdown experiments, the majority of which were notably converged to two lipid-associated pathways: glycerophospholipid and sphingolipid pathways (Figure 5F). The numbers on the heatmap show the changed lipids number in each lipid class. The LC–MS/MS-based lipidomics data of siKLF15, siTCF4 and siNKX2-2 in A673 cells are provided in Supplementary Table S5. These changes in lipid classes were highly consistent with and supportive of our pathway analyses of RNA-Seq data, which identified the top two enriched pathways as glycerophospholipid metabolism and sphingolipid metabolism (Figure 5B).

**Figure 5.**
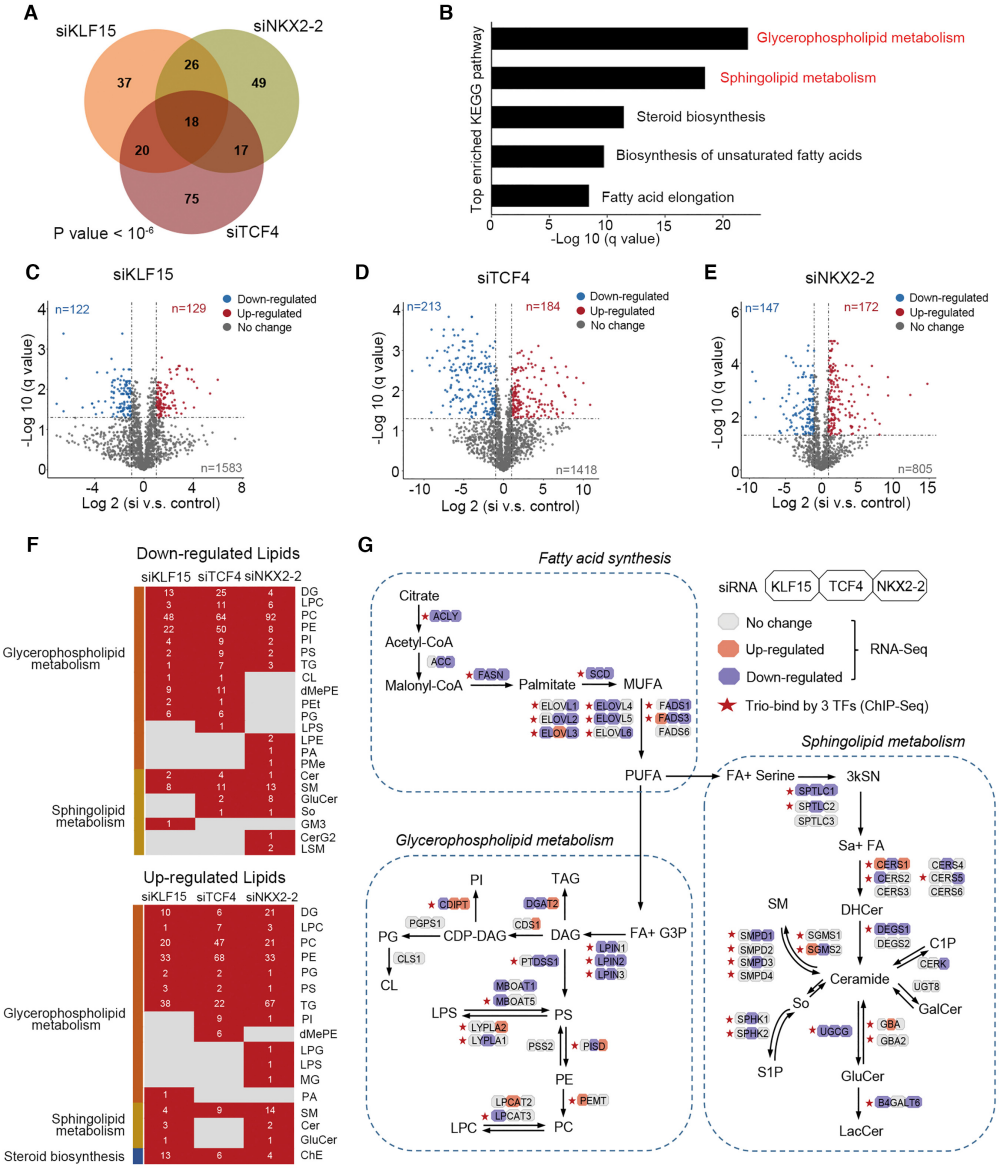
CRC TFs regulate lipid metabolism in Ewing sarcoma. (**A**) Venn diagram and (**B**) KEGG pathway enrichment of downregulated lipid metabolism-associated genes following silencing of each single CRC TFs (*P* value < 10^−6^; empirical distribution test). (C–E) Volcano plots of lipidomic analyses showing differentially regulated lipid ions upon silencing of either (**C**) KLF15, (**D**) TCF4 or (**E**) NKX2–2. Each dot is a lipid ion. (**F**) Heatmaps of alterations in lipid classes upon silencing of each CRC TFs. Glycerophospholipid metabolism associated lipid classes: DG, LPC, PC, PE, TG, PG, PS, PI, PA, LPG, LPS, MG, dMePE, LPE, PMe, CL and PEt; Sphingolipid metabolism associated lipid classes: SM, GluCer, Cer, So, GM3, CerG2 and LSM; Steroid biosynthesis associated lipid classe: ChE. (**G**) A diagram showing lipid metabolism which was perturbed by silencing of CRC TFs via integration of RNA-Seq, ChIP-Seq and lipidomic results. Color-coded bars indicate relative expression changes in RNA-Seq after silencing of each of the three TFs.

We next examined in detail how lipid metabolism was perturbed by silencing of CRC TFs via integration of RNA-Seq, ChIP-Seq and lipidomic results. This systematic approach identified many important lipid enzymes as direct targets of CRC TFs. For example, rate-limiting enzymes for fatty-acid synthesis and elongation (FASN, ACLY and SCD) were trio-occupied and directly regulated by KLF15, TCF4 and NKX2-2. Moreover, sphingolipid anabolic enzymes (including SPTLC1, DEGS1 and UGCG) and glycerophospholipid anabolic enzyme (LPIN2) were under direct co-regulation by all three CRC TFs (Figure 5G). 

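Of 12 lipid enzymes that the paper names, 7 fell after siKLF15, 2 after siTCF4 and 5 after siNKX2-2, and none rose (the same numbers when adjusted over the list alone). The study chose these enzymes on the same samples, so the counts are not independent evidence. Lipid genes lower in at least 2 knockdowns had a peak of at least 1 factor at the promoter in 5 of 5 cases for cholesterol synthesis, 5 of 6 for fatty acid synthesis, 5 of 6 for sphingolipid metabolism and 7 of 9 for glycerophospholipid metabolism, and so did 72.3% of all tested protein-coding genes. These small counts were not tested against draws matched on expression. Over all lower protein-coding genes, KLF15 was at the promoter of 27.0% of those lower after siKLF15, TCF4 at 63.9% of those lower after siTCF4 and NKX2-2 at 42.8% of those lower after siNKX2-2. Draws of genes matched on expression gave 25.3%, 64.4% and 45.8% (two-sided adjusted p = 0.207, 0.623 and 0.0126 over the 6 comparisons with the higher genes), so the siNKX2-2 share was below its draws. Against the higher genes, lower genes were bound more often after siKLF15 (odds ratio 1.27, adjusted p = 0.00967 from Fisher's exact test), less often after siTCF4 (0.745, 1.3e-04) and not detectably differently after siNKX2-2 (0.948, 0.425). The higher genes were bound at 22.7%, 70.4% and 44.1%, against 25.7%, 69.6% and 45.2% in their matched draws (two-sided adjusted p = 0.0126, 0.520 and 0.477). After siTCF4 lower and higher genes thus both lay near their draws, and after siKLF15 the higher genes lay below theirs.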

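SCD, the stearoyl-CoA desaturase gene, fell after siKLF15 from 419 ± 0.979 to 127 ± 1.77 FPKM (SD, n = 2; log2 fold change −1.72, SE 0.0477, adjusted p = 7.6e-04 from limma) and after siTCF4 from 270 ± 6.42 to 111 ± 1.41 FPKM (−1.29, SE 0.0369, 1.0e-04). After siNKX2-2 its log2 fold change was 0.17 (SE 0.0369, adjusted p = 0.0151), under the fold threshold. ACLY, the ATP citrate lyase gene, fell by 0.75 after siNKX2-2 (SE 0.0352, adjusted p = 1.5e-04), and its log2 fold changes of −0.32 and −0.44 after siKLF15 and siTCF4 were inside the fold threshold. FASN, the fatty acid synthase gene, had log2 fold changes of 0.08, −0.35 and −0.05 after siKLF15, siTCF4 and siNKX2-2 (adjusted p = 0.402, 0.0212 and 0.688) and was not called. ACLY had an NKX2-2 peak at the promoter, its summit 36 bp from the gene start (fold enrichment 4.97), and no KLF15 or TCF4 peak. ACACA, the gene of ACC, fell by 0.85 after siTCF4 in the authors' DESeq2 columns (adjusted p = 3.8e-14). There it had 0.08 after siKLF15 and 0.39 after siNKX2-2 (adjusted p = 0.00509), both under the fold threshold. Its promoter had a TCF4 peak alone, with its summit at −304 bp from the gene start (fold enrichment 5.82). SCD has 2 seed sites of siKLF15 number 2 and ACLY has 1 of siNKX2-2 number 2 in the 3′ untranslated region.

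**Figure D5:**
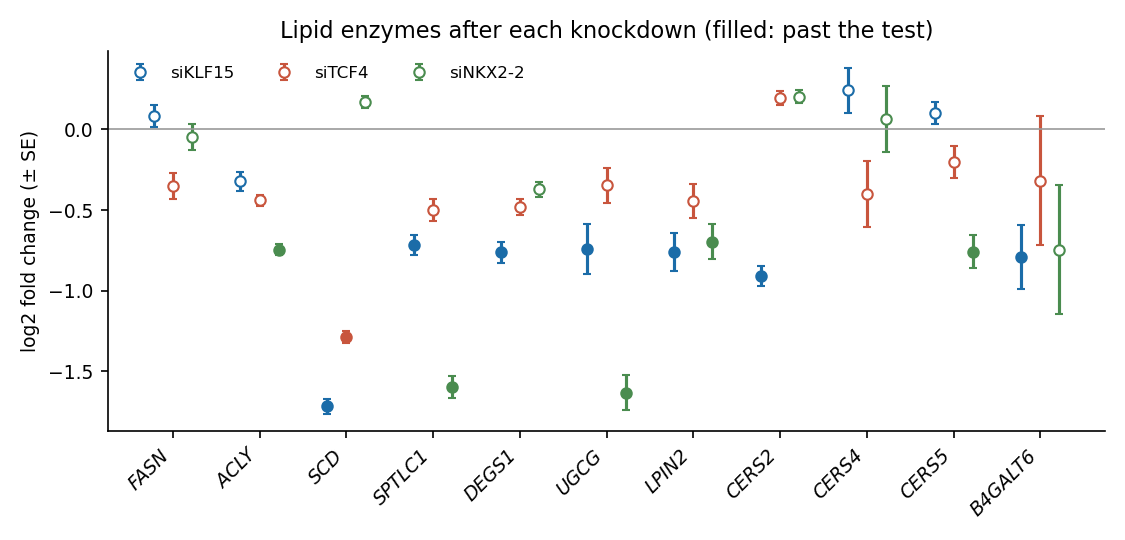
log2 fold change ± SE of 11 lipid enzymes named in the paper after siKLF15, siTCF4 and siNKX2-2, with filled points for genes past the test (adjusted p under 0.05 and absolute log2 fold change over 0.5). SCD is at −1.72, −1.29 and 0.17.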

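SPTLC1, a subunit of the enzyme that begins sphingolipid synthesis, fell by 0.72 after siKLF15 (SE 0.0646, adjusted p = 0.00320) and by 1.60 after siNKX2-2 (SE 0.0675, 1.2e-04). Its log2 fold change of −0.50 after siTCF4 (adjusted p = 0.00321) lay just inside the fold threshold, and it was called lower under 3 of 11 settings. UGCG, the glucosylceramide synthase gene, fell by 0.74 after siKLF15 (adjusted p = 0.0232) and by 1.63 after siNKX2-2 (3.3e-04), with −0.35 after siTCF4 (0.0504), and its siKLF15 call was lost with no filter on low values. LPIN2, a phosphatidate phosphatase, fell by 0.76 after siKLF15 (0.00990) and by 0.70 after siNKX2-2 (0.00466), with −0.44 after siTCF4 (0.0225, inside the fold threshold). DEGS1, the dihydroceramide desaturase gene, fell by 0.76 after siKLF15 (0.00295), with −0.48 and −0.37 after siTCF4 and siNKX2-2, both inside the fold threshold. The UGCG promoter had peaks of all 3 factors (fold enrichments 6.91, 16.9 and 7.90 for KLF15, TCF4 and NKX2-2), that of LPIN2 had TCF4 (22.9) and NKX2-2 (8.00), that of SPTLC1 had NKX2-2 alone (5.40) and that of DEGS1 had none. With any annotated transcript start, a choice made after seeing the data, DEGS1 had TCF4 and NKX2-2 at a promoter. UGCG and LPIN2 hold seed sites of siKLF15 number 2 and siNKX2-2 number 2, and SPTLC1 holds one of siNKX2-2 number 2.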

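Ceramide synthase genes responded to different factors. CERS2 fell after siKLF15 from 186 ± 3.72 to 98.8 ± 5.81 FPKM (SD, n = 2; log2 fold change −0.91, SE 0.0642, adjusted p = 0.00207 from limma), and its log2 fold changes of 0.20 after siTCF4 and 0.20 after siNKX2-2 were under the fold threshold. CERS5 fell by 0.76 after siNKX2-2 (SE 0.102, adjusted p = 0.00298), with a seed site of siNKX2-2 number 2, and was not called after siKLF15 (0.10) or siTCF4 (−0.20). CERS4, at 2.08 FPKM in the shared controls, had a log2 fold change of −0.40 after siTCF4 (SE 0.203, adjusted p = 0.179). B4GALT6, a lactosylceramide synthase gene at 2.58 FPKM in the siKLF15 controls, fell by 0.79 after siKLF15 (SE 0.200, adjusted p = 0.0391), with 2 seed sites of siKLF15 number 2. That call was lost in 4 of 11 settings and, in the fit over all 10 libraries, without any 1 library. After siNKX2-2 its log2 fold change was −0.74 at 0.914 FPKM in controls (SE 0.400, adjusted p = 0.200), so a fall of this size was not detectable at this level. The CERS5 promoter had TCF4 and NKX2-2 peaks and that of B4GALT6 a KLF15 peak, and those of CERS2 and CERS4 had none. With any annotated transcript start, a choice made after seeing the data, CERS4 had KLF15 and NKX2-2 and B4GALT6 had TCF4 too, whereas CERS2 again had none.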

Not surprisingly, we also observed solo- or dual-regulation by only 1 or 2 TFs on many other enzymes, such as CERS2 (by KLF15), CERS4 (by TCF4), CERS5 (by NKX2-2) and B4GALT6 (by both KLF15 and NKX2-2). These findings together suggest that CRC factors co-operatively and directly regulate lipid metabolism pathways in Ewing sarcoma cells.

### Biological significance of lipid metabolism in Ewing sarcoma cells

Following the characterization of the profound co-regulatory effects of CRC factors on lipid metabolic processes, we next sought to explore the biological significance of lipid metabolism in Ewing sarcoma cells. We first tested rate-limiting enzymes for fatty-acid synthesis (FASN, ACLY and SCD, which were trio-regulated by three CRC TFs), since this is the initial process upstream of all lipid metabolism reactions. Verifying our RNA-Seq results, qRT-PCR showed knockdown of each single TF reduced the expression of these central enzymes (Figure 6A). Immunoblotting confirmed downregulation at the protein levels of FASN, ACLY and SCD (Figure 6B). In addition, silencing of TCF4 (but not KLF15 or NKX2-2) also reduced the expression of ACC, another key enzyme in fatty-acid synthesis. Some of the trio-binding peaks were shown in Figure 6C using *FASN* and *SCD* promotors as examples.

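The FASN promoter, on chromosome 17 of GRCh37, had peaks of all 3 factors around the gene start at 80056208. The KLF15 peak ran from 80056182 to 80056783 with a fold enrichment of 9.44, the TCF4 peak from 80055877 to 80056766 with 11.1 and the NKX2-2 peak from 80056072 to 80056441 with 5.25. The NKX2-2 summit lay 48 bp upstream of the gene start and the TCF4 summit 28 bp downstream. The SCD promoter, on chromosome 10, had a TCF4 peak from 102106217 to 102107043 with a fold enrichment of 9.97 and its summit 36 bp upstream of the gene start. No KLF15 or NKX2-2 peak lay within 5000 bp of the SCD gene start in these lists.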

**Figure 6.**
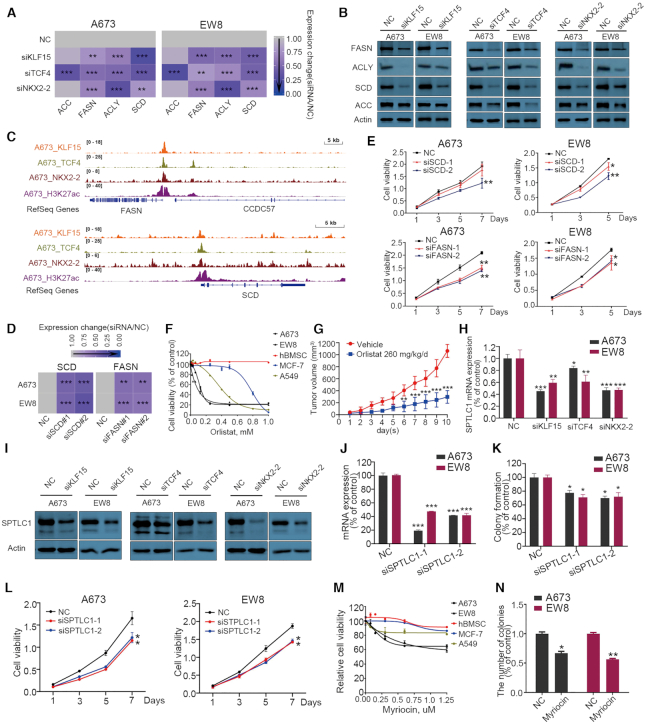
Biological functions of lipid synthesis pathway in Ewing sarcoma cells. (**A, B**) Silencing of each of three CRC TFs decreased the expression of lipid biosynthetic enzymes at both the mRNA (A) and protein levels (B) in Ewing sarcoma cell lines. (**C**) IGV plots showing *FASN* and *SCD* promoters which were trio-occupied by three CRC TFs. (**D**) Silencing of FASN and SCD by siRNAs (**E**) decreased Ewing sarcoma cell proliferation. (**F**) *In vitro* MTT proliferation assay of indicated cells in the presence of different doses of orlistat (FASN inhibitor). (**G**) Orlistat treatment suppressed xenograft growth *in vivo*. Growth curves of both groups are shown. (H, I) Silencing of each CRC TFs decreased SPTLC1 expression at both the mRNA (**H**) and protein levels (**I**) in Ewing sarcoma cell lines. (J–L) Silencing of SPTLC1 by siRNA (**J**) decreased colony growth (**K**) and cell proliferation (**L**) in Ewing sarcoma cell lines. (M, N) SPTLC inhibitor (Myriocin) decreased cell proliferation (**M**) and colony growth (**N**) in indicated cells. NC, non-targeting control siRNA. Data are presented as mean ± s.d. of three replicates. Two-way ANOVA Dunnett's multiple comparisons test are performed. (A), (D), (E), (H), (J), (K), (L) and (N) are *n* = 3, (G) is *n* = 6. *P < 0.5, **P < 0.01; ***P < 0.001.

Importantly, silencing of either FASN or SCD reduced cell proliferation and colony growth of both A673 and EW8 cell lines (Figure 6D, E). Moreover, Orlistat, a specific FASN inhibitor, potently inhibited cell proliferation both *in vitro* (Figure 6F) and *in vivo* (Figure 6G, Supplementary Figure S5D) where each mouse carried two explants formed by A673 cells, suggesting the biological importance of fatty-acid synthesis pathway in Ewing sarcoma cells. Compared with Ewing sarcoma cell lines, human Bone Marrow Mesenchymal Stem Cells (hBMSC) cells were completely resistant to Orlistat (Figure 6F), suggesting that Orlistat is selective to kill Ewing sarcoma cells. Moreover, although Orlistat inhibited cell viability to varying degrees in other common cancer types, including breast (MCF-7) and lung cancer (A549), they were more resistant to the inhibitor compared with Ewing sarcoma cell lines (Figure 6F).

In addition to fatty-acid synthesis, we also explored the functional significance of sphingolipid metabolism, another top-enriched lipid pathway in both RNA-Seq and lipidomics (Figure 5B, G). Among all the sphingolipid anabolic enzymes regulated by CRC, SPTLC1 acts as the rate-limiting enzyme for *de novo* sphingolipid biosynthesis (46). Indeed, knockdown of each single TF inhibited the expression of SPTLC1 at both transcriptional and protein levels (Figure 6H, I). Importantly, silencing of SPTLC1 reduced both colony growth and cell proliferation of Ewing sarcoma cells (Figure 6J–L). Moreover, treatment of Myriocin, a SPTLC1 inhibitor, reduced cell proliferation (Figure 6M) and colony growth (Figure 6N) of both A673 and EW8 cells. Similar with the results of Orlistat, hBMSC, MCF-7 and A549 cells were more resistant to Myriocin compared with Ewing Sarcoma cell lines (Figure 6M).

### CRC TFs co-regulate PI3K/AKT and MAPK signaling pathways

In parallel, we also investigated in-depth the term ‘Signal transduction’ since it was ranked highest in all three RNA-Seq upon knockdown of CRC TFs (1^st^ in both siKLF15 and siNKX2-2 and 2^nd^ in siTCF4, Figure 4G). 

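Genes of PI3K/AKT and MAPK signaling fell and rose after each knockdown. Of 203 measured PI3K/AKT genes, 31 fell and 33 rose after siKLF15, 48 fell and 24 rose after siTCF4, and 47 fell and 28 rose after siNKX2-2 (32 and 35, 50 and 24, and 47 and 29 when adjusted over the list alone). Of 217 to 219 MAPK genes, 34 fell and 32 rose, 51 fell and 24 rose, and 45 fell and 30 rose (35 and 34, 54 and 25, and 46 and 32 when adjusted over the list alone). MAP2K6, a kinase that activates p38, had some of the larger falls, by 2.02 after siKLF15, 0.69 after siTCF4 and 2.33 after siNKX2-2. CCNE1, which encodes cyclin E and belongs to the PI3K/AKT list, fell by 1.88 after siTCF4. Camera called neither list in any knockdown: adjusted p for PI3K/AKT was 0.796, 0.101 and 0.238 and for MAPK 0.796, 0.121 and 0.351, after siKLF15, siTCF4 and siNKX2-2. The lists were drawn up by hand from general knowledge before the data were examined and are not the pathway terms the paper used.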

To dissect which specific signaling pathways were coordinately regulated by CRC TFs, KEGG pathway enrichment was next performed using the genes enriched in ‘Signal transduction’ term (the union set, *n* = 669) following silencing of each factor (Figure 7A). Notably, PI3K/AKT and MAPK signaling pathways were identified as the top-ranked pathways (Figure 7A). 

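Among the lower genes, PI3K/AKT and MAPK members were overrepresented after siTCF4 and siNKX2-2. After siTCF4, 23.6% of PI3K/AKT and 23.3% of MAPK genes were lower against about 12.9% of other genes (odds ratios 2.10 and 2.06, adjusted p = 9.3e-04 for both from two-sided Fisher's exact tests). After siNKX2-2 the shares were 23.2% and 20.5% against 13.3% (odds ratios 1.97 and 1.69, adjusted p = 0.00283 and 0.0267). After siKLF15 they were 15.3% and 15.7% against 10.4%, which did not pass the correction (odds ratios 1.55 and 1.60, adjusted p = 0.126 and 0.0849). Other lists had higher odds ratios, such as matrix genes after siNKX2-2 and fatty acid genes after siTCF4. These tests were added after seeing the data, cover 144 comparisons of 24 lists, and do not match genes on expression.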

Focusing on these two pathways, we found that genes downregulated upon knockdown of each CRC factors were strongly overlapped. Specifically, 32/84 (38%) genes in PI3K/AKT signaling and 23/72 (32%) genes in MAPK signaling were decreased in at least two out of three knockdown groups (Figure 7B), supportive of the notion that CRC factors cooperatively regulate these pathways.

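FGF2, a fibroblast growth factor, fell by 1.39, 1.04 and 1.11 on the log2 scale after siKLF15, siTCF4 and siNKX2-2, and FLT1, a VEGF receptor, by 0.93, 0.84 and 0.82. EPHA2, an ephrin receptor, fell by 1.27, 0.51 and 1.37. The catalytic subunit PIK3CB fell by 0.61, 1.45 and 0.65, RHEB, a GTPase that activates mTOR, by 0.54, 0.57 and 1.79, MAP3K12 by 1.16, 0.97 and 0.87, and the adaptor MYD88 by 0.66, 1.63 and 0.81. All of these values passed limma's test.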

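Of 208 PI3K/AKT genes measured in any knockdown, 84 (40.4%) were lower in at least 1, 32 in at least 2 and 10 in all 3. Of 222 MAPK genes, 90 (40.5%) were lower in at least 1, 31 in at least 2 and 9 in all 3. Genes lower in at least 2 included the receptor gene KIT (siKLF15 and siTCF4), the cyclin gene CCNE2 (siTCF4 and siNKX2-2), the protein kinase C gene PRKCB (siTCF4 and siNKX2-2) and the collagen gene COL1A2 (siKLF15 and siNKX2-2). The shares lower in at least 1 exceeded the 25.0% of other genes (adjusted p = 5.8e-05 and 3.4e-05 from Fisher's exact test), and those lower in at least 2, 15.4% and 14.0%, exceeded the 7.24% and 7.25% of other genes (7.3e-04 and 0.00314). Among genes lower in at least 1 knockdown, 38.1% of PI3K/AKT and 34.4% of MAPK genes were lower in another, against 29.2% of all 4481 lower genes (adjusted p = 0.173 and 0.430).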

**Figure 7.**
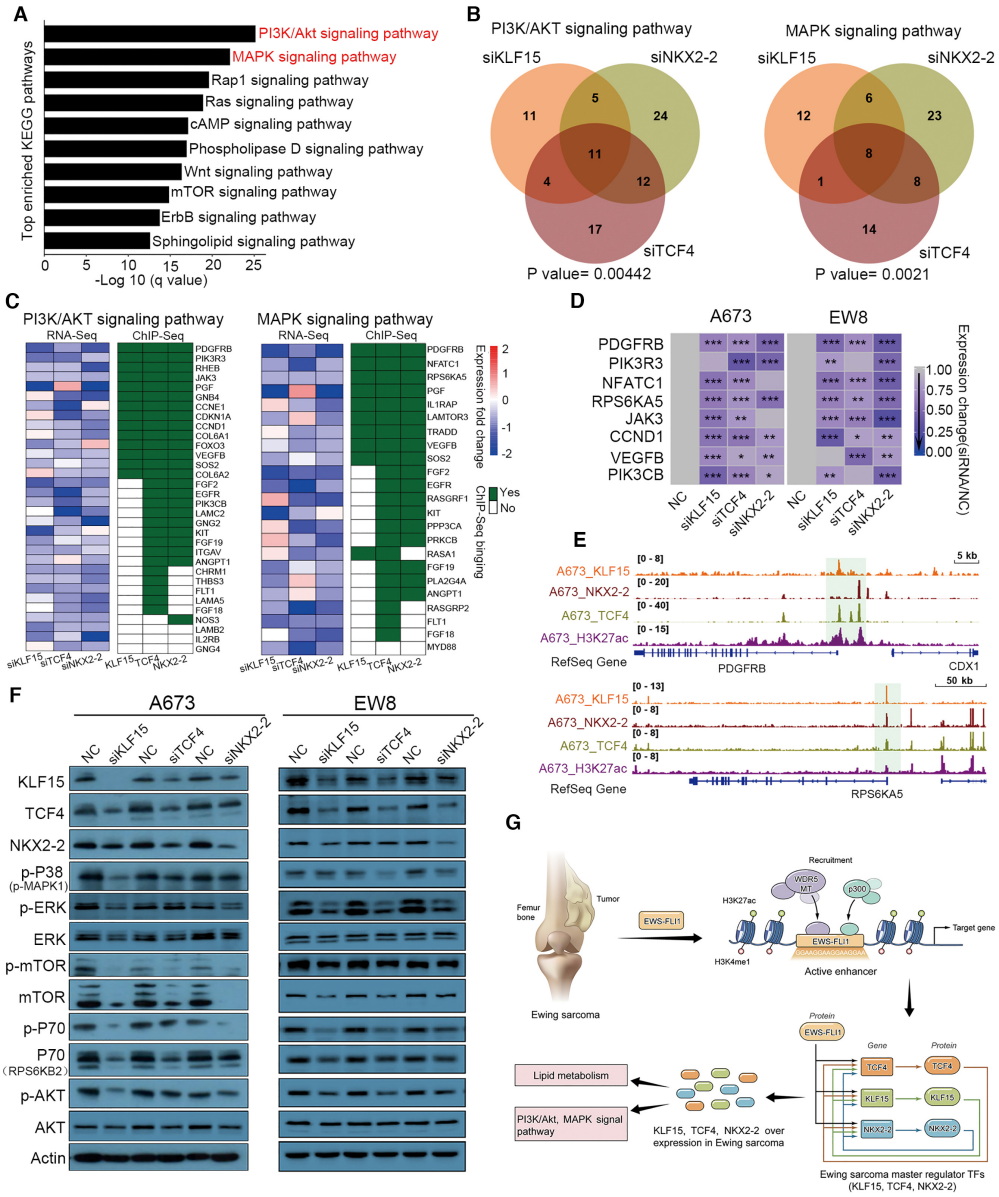
PI3K/AKT and MAPK signal pathways are regulated by CRC TFs in Ewing sarcoma cells. (**A**) KEGG pathway enrichment of downregulated genes after silencing each of the three CRC TFs. (**B**) Venn diagrams of downregulated genes in PI3K/AKT (left panel) and MAPK (right panel) pathways following silencing of each single CRC TFs. (**C**) Heatmaps showing the mRNA expression and binding patterns of the downregulated genes of these two pathways in at least two knockdown groups. (**D**) Silencing of each single CRC TFs inhibited the mRNA expression of key molecules of PI3K/AKT and MAPK signal pathways. Two-way ANOVA Dunnett's multiple comparisons test. *n* = 3, *P < 0.5, **P < 0.01; ***P < 0.001. (**E**) IGV plots showing *RPS6KA5* and *PDGFRB* promoters which were trio-occupied by three CRC TFs. (**F**) Immunoblotting assay showing the total and phosphorylation levels of key mediators of PI3K/AKT and MAPK pathways upon silencing of each of the three CRC TFs in both A673 and EW8 cells. NC, non-targeting control siRNA. (**G**) A proposed model of transcriptional dysregulation mediated by EWS-FLI1 and CRC TFs in the biology of Ewing sarcoma.

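Both signaling lists together had 54 genes lower in at least 2 knockdowns, and 40 of them (74.1%) had a KLF15, TCF4 or NKX2-2 summit within 1000 bp of the gene start. Bound genes included the cyclin gene CCND1, the growth factor gene VEGFB and the calcineurin-dependent factor gene NFATC1, and PIK3R3, a regulatory subunit of PI3K, was among the 14 without a peak there. With any annotated transcript start, a choice made after seeing the data, 44 were bound, among them PIK3R3, by TCF4 and NKX2-2. By list, 21 of 32 PI3K/AKT genes and 26 of 31 MAPK genes were bound. Draws of genes matched on expression gave a mean of 38.9 bound genes (two-sided permutation p = 0.859). For comparison, 70.4% of all protein-coding genes lower in at least 2 knockdowns and 72.3% of all tested ones were bound.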

Further integration with KLF15, TCF4 and NKX2-2 ChIP-Seq data identified that 40/44 (90.9%) commonly downregulated genes (in at least two knockdown groups) of these two cascades were directly occupied by at least one of the CRC TFs (Figure 7C). Moreover, 23 and 19 of these 40 target genes (57.5% and 47.5%) were dual- and trio-occupied by CRC TFs, respectively (Figure 7C). This result suggests strong cooperation between CRC TFs in the regulation of these two signaling pathways. These direct co-targets included key mediators or effectors of PI3K/AKT and MAPK pathways, such as PDGFRB, PIK3R3, JAK3, VEGFB, RPS6KA5, CCND1 and NFATC1 (Figure 7C). Indeed, silencing of either KLF15, TCF4 or NKX2-2 inhibited the expression of these key molecules as validated by qRT-PCR (Figure 7D). 

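Of the 40 bound signaling genes, 14 had 1 factor at the promoter, 15 (37.5%) had a pair and 11 (27.5%) had all 3. CCND1 and VEGFB had all 3 factors, with fold enrichments of 6.60, 10.6 and 6.69 and of 6.57, 7.16 and 3.64 for KLF15, TCF4 and NKX2-2, whereas NFATC1 and PGF had TCF4 alone. Draws matched on expression gave a mean of 9.00 genes with all 3 factors, against the 11 found (two-sided permutation p = 0.562). Promoters with all 3 factors made up 6 of the 32 PI3K/AKT genes and 6 of the 31 MAPK genes.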

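PDGFRB, the platelet-derived growth factor receptor β gene, fell in all 3 knockdowns, from 39.8 ± 4.22 to 13.4 ± 2.74 FPKM (SD, n = 2) after siKLF15 and from 32.1 ± 2.65 to 17.9 ± 0.764 and 10.2 ± 1.03 FPKM after siTCF4 and siNKX2-2 (log2 fold changes −1.55, −0.83 and −1.62, adjusted p = 0.00430, 0.00209 and 2.7e-04 from limma). PIK3R3 also fell in all 3 (−1.26, −1.25 and −0.58, adjusted p = 0.00197, 3.0e-04 and 0.00197), with seed sites of siKLF15 number 2 and siNKX2-2 number 2. VEGFB fell after siTCF4 (−0.76, SE 0.0458) and siNKX2-2 (−0.59, SE 0.0458), and so did CCND1 (−0.64 and −1.16, SE 0.0320). After siKLF15 VEGFB had −0.12 and CCND1 −0.40, both inside the fold threshold and not called. NFATC1 fell after siKLF15 (−0.61, adjusted p = 0.0173) and siTCF4 (−1.33, 0.00117), with −0.49 after siNKX2-2 inside the fold threshold, and its siKLF15 call was lost with no filter on low values. RPS6KA5, the kinase gene of MSK1, fell after siKLF15 (−0.54, adjusted p = 0.0385), and had −0.52 and −0.48 after siTCF4 and siNKX2-2 (0.0550 and 0.0669). It has 11 seed sites of siKLF15 number 2, and its call was lost in 3 of 11 settings. JAK3 was below the expression minimum and was not tested. Over these 6 measured genes, 4, 5 and 4 fell after siKLF15, siTCF4 and siNKX2-2 (4, 6 and 4 when adjusted over the list alone), which is not independent evidence because the study chose them on these samples.

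**Figure D6:**
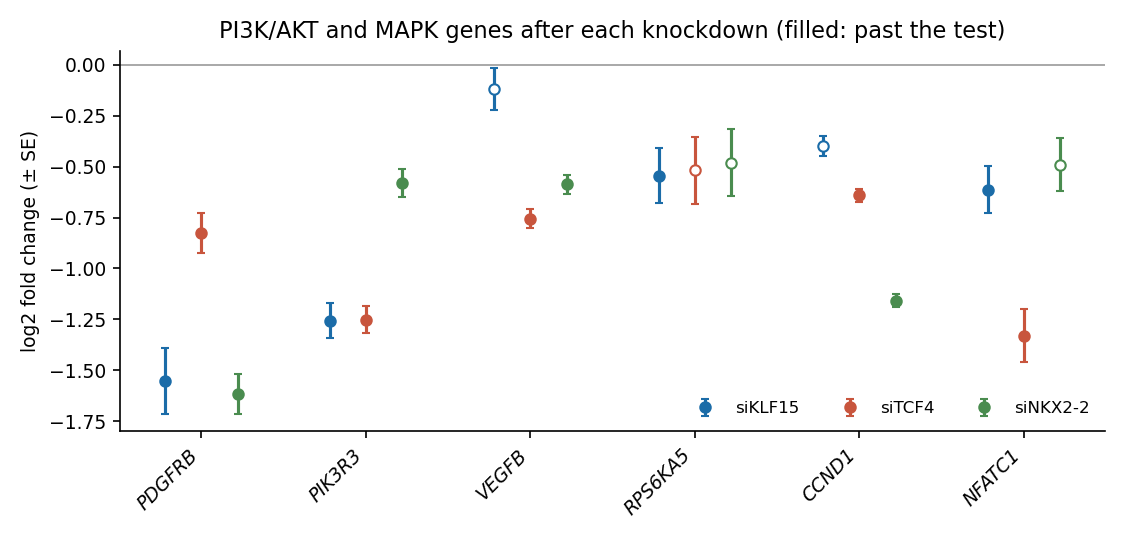
log2 fold change ± SE of 6 signaling genes named in the paper after siKLF15, siTCF4 and siNKX2-2, with filled points for genes past the test. PDGFRB and PIK3R3 are past it in all 3 knockdowns.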

Some of the trio-binding peaks were shown in Figure 7E using the *RPS6KA5* and *PDGFRB* promoters as examples. Moreover, immunoblotting assays confirmed reduced phosphorylation levels of several central mediators of MAPK and PI3K/AKT pathways, including P38, ERK, mTOR, P70 and AKT in both A673 and EW8 cells (Figure 7F). 

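The RPS6KA5 promoter, on chromosome 14 of GRCh37, had peaks of all 3 factors near the gene start at 91526980. The KLF15 peak ran from 91526878 to 91527461 with a fold enrichment of 8.56, the TCF4 peak from 91526415 to 91527341 with 4.45 and the NKX2-2 peak from 91526933 to 91527539 with 4.36. The PDGFRB promoter, on chromosome 5, had a TCF4 peak from 149535326 to 149535811 with a fold enrichment of 11.1 and its summit 127 bp upstream of the gene start. The nearest NKX2-2 summit lay at −4143 bp from the PDGFRB gene start, in a peak from 149539412 to 149539783 with a fold enrichment of 11.0 that overlapped a TCF4 peak with 18.8. No KLF15 peak lay within 5000 bp of the PDGFRB gene start.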

Taken together, these data demonstrate that KLF15, TCF4 and NKX2-2 coordinately promote the transcription of chief components of the PI3K/AKT and MAPK signaling pathways, thereby activating these pro-growth and pro-survival signaling cascades in Ewing sarcoma.

## DISCUSSION

EWS-FLI1 is a major determinant of genome-wide chromatin states in Ewing sarcoma (2–5,47,48), by functioning as a pioneer factor (7,9,10,49). Nevertheless, the fusion driver requires other TFs and cofactors to fulfill its oncogenic activities. Considering the essential role of CRC in other developmental cancers driven by single transcriptional regulators (such as NMYC-driven neuroblastoma and PAX3-FOXO1-driven rhabdomyosarcoma) (22,23), we postulated that in Ewing sarcoma, a functional CRC apparatus might cooperate with EWS-FLI1 in the regulation of Ewing sarcoma transcriptome. In order to address this hypothesis, we modified a computational algorithm given the central role of EWS-FLI1, and identified a CRC ‘trio’ constituted by KLF15, TCF4 and NKX2-2 in Ewing sarcoma cells.

Integrative epigenomics analyses of ChIP-Seq, ATAC-Seq as well as Hi-C together demonstrate that EWS-FLI1, as a pioneer factor, directly establishes the super-enhancers of each of the three CRC TFs to activate their transcription. Subsequently, KLF15, TCF4 and NKX2-2 co-bind to their own and each other's super-enhancers (together with EWS-FLI1 binding) and promoters (without EWS-FLI1 binding), forming an inter-connected auto-regulatory loop (Figure 7G). However, since knockdown of any individual CRC TFs also reduces other CRC members, it is difficult to fully conclude the functional cooperation between KLF15, NKX2-2 and TCF4. Future investigations including rescue and over-expression assays are required.

In addition to cooperating with EWS-FLI1 to co-amplify their own transcription through a CRC model, KLF15, TCF4 and NKX2-2 also exhibit prominent capability of co-regulating the epigenome of Ewing sarcoma cells. In particular, the cooperative occupancy of CRC TFs is pervasive, covering the majority (77.2%) of all putative promoters and over half (55.6%) of all putative enhancers (Figure 3A). Notably, TCF4 and NKX2-2 have higher capacity in occupying the genome than either EWS-FLI1 or KLF15, as their binding regions almost always encompass those of EWS-FLI1 and KLF15. Specifically, TCF4 and NKX2-2 serve as co-binding partners for EWS-FLI1 (in enhancer regions) and for KLF15 (in promoter regions), in addition to their own binding regions. Nevertheless, these three TFs still tend to operate collaboratively, such that their co-bindings events (trio- and dual-) are more common than solo-binding events. Moreover, cooperative binding by more TFs appears to be associated with higher transcriptional activity. Indeed, DNA regulatory elements loaded with more TFs always have higher H3K27ac intensity (Figure 3C), which are also associated with higher expression of downstream genes (only significantly in promoter regions, Figure 3E). These findings are consistent with the proposed function of combinatorial binding of multiple factors in close proximity, which is to overcome with more potency the energetic barrier for nucleosome eviction, thus facilitating activation of cis-regulatory elements.

Not surprisingly, the cooperative binding of CRC TFs results in co-regulation of gene expression program in Ewing sarcoma cells. Indeed, GSEA of RNA-Seq data confirms that downregulated genes upon knockdown of each TF strongly and significantly overlapped with each other. In fact, the shared changes account for almost half of all changes in every RNA-Seq of CRC TFs, strongly suggesting that KLF15, TCF4 and NKX2-2 coordinate to regulate the transcriptome of Ewing sarcoma cells (Figure 3F–I). Phenotypically, similar to CRC factors in other cancer types, KLF15, TCF4 and NKX2-2 each shows strong pro-growth and pro-survival functions in Ewing sarcoma. Indeed, NKX2-2 has been reported to promoting cell proliferation of Ewing sarcoma (43–45), however, the biological significance of either KLF15 or TCF4 had hitherto been unknown in this cancer.

TCF4 (also known as ITF2) is a basic helix-loop-helix (bHLH) TF that plays a crucial role in the differentiation and specification of central nervous system (CNS) (45,50). Interestingly, depending on different tumor types, TCF4 functions as either an oncogene (diffuse large B-cell lymphoma) (51) or tumor suppressor (medulloblastoma and colon cancer) (52,53). KLF15 is a key regulator of metabolic pathways controlling adipogenesis and gluconeogenesis in both liver and skeletal muscles (54,55). However, its involvement in human malignancies has been poorly understood with mixed findings. For example, KLF15 has shown anti-proliferative activities in gastric and breast cancer cells (56,57); however, KLF15 promotes the proliferation and metastasis of lung adenocarcinoma cells (58). These reports suggest that the cancer-specific functions of KLF15 and TCF4 are highly context-dependent. In our study, consistent with their Ewing sarcoma-promoting functions, all CRC factors are expressed particularly robustly in Ewing sarcoma relative to most of other cancer types (Figure 1B). In addition to the coordinated function by regulating common genes and pathways, the individual CRC TFs have their own unique biological activities such as cell-cycle progression (Supplementary Figure S4F, G) and apoptosis (Supplementary Figure S4H) by controlling their unique downstream target genes.

To understand the functional contribution of CRC TFs in Ewing sarcoma, we performed pathway enrichment analyses of RNA-Seq upon knockdown of each factors. This approach further substantiates the cooperativity of KLF15, TCF4 and NKX2-2, since multiple top-enriched pathways are shared between three independent loss-of-function experiments. Two of the overlapped high-ranking pathways (lipid metabolism and signal transduction) were prioritized for in-depth investigation given their importance in cancer biology.

Dysregulated lipid metabolism is one of the most important metabolic hallmarks of cancer cells, which is pivotal for synthesis of cellular building blocks and signaling molecules (59–62). Accumulating evidence suggest that cancer cells depend on altered lipid metabolism for unrestrained growth and survival (62–64). However, how lipid metabolism is dysregulated and its functional significance in Ewing sarcoma remain poorly understood. In the present study, integrative analyses of LC-MS/MS-based lipidomics, RNA-Seq and ChIP-Seq together highlight that CRC factors converge on regulating key enzymes responsible for the biosynthesis of fatty-acids (FASN, SCD and ACLY), sphingolipids (SPTLC1, DEGS1 and UGCG) as well as glycerophospholipids (LPIN2). These lipid metabolism processes are required for cell survival of Ewing sarcoma, as evidenced by the cytotoxicity of their inhibitors (Orlistat against FASN and Myriocin against SPTLC1). In addition, silencing of either FASN, SCD or SPTLC1 markedly reduced cell proliferation of Ewing sarcoma, further corroborating this conclusion. The biochemical finding that KLF15 regulates lipid synthesis in Ewing sarcoma is not completely surprisingly given the established role of KLF15 in controlling lipid synthesis and fat storage in adipose tissues (65–68). However, to date, neither TCF4 nor NKX2-2 have been implicated in such metabolic processes in any cell type. These data together highlight CRC-lipid metabolism as a novel pro-tumor cascade in Ewing sarcoma.

As signature oncogenic pathways, PI3K/AKT and MAPK signaling pathways are important for almost every cancer type, including Ewing sarcoma (69–71). Our investigations (Figure 7) uncover novel epigenomic mechanisms for the activation of these pathways by CRC factors in Ewing sarcoma. While TCF4 and NKX2-2 have not been involved in these pathways in any cell type, KLF15 is intriguingly reported to inhibit the AKT and MAPK signaling pathways in normal skeletal muscle, cardiomyocytes and kidney (72–74). It thus appears the regulatory effects of KLF15 on these signaling pathways are cell-type dependent, possibly due to the expression pattern of KLF15 target genes are cell-type specific. This is plausible given that KLF15 almost always cooperates with TCF4 and NKX2-2 in Ewing sarcoma in terms of genomic binding.

In conclusion, we identify and validate an Ewing sarcoma-specific CRC, which is under control of EWS-FLI1. Formed by KLF15, TCF4 and NKX2-2, this CRC apparatus coordinates the gene expression programs, including lipid metabolism, PI3K/AKT and MAPK signaling pathways, in Ewing sarcoma cells. These data advance the understanding of the mechanistic basis of transcriptional dysregulation in Ewing sarcoma, and provide potential novel therapeutic strategies against this malignancy.

## DATA AVAILABILITY

ChIP-Seq data of KLF15, TCF4 and NKX2-2, and RNA-Seq data of A673 upon knockdown of each TF have been deposited into the GEO under accession number GSE141493. For ChIP-Seq data, the matching input file was obtained from our previous published data (GSM2944109).

## Supplementary Material

gkaa901_Supplemental_Files

# Supplementary material for: EWS-FLI1 regulates and cooperates with core regulatory circuitry in Ewing sarcoma
**Source:** Nucleic Acids Res. 2020 Oct 20;48(20):11434–51. doi: 10.1093/nar/gkaa901
**Supplement:** gkaa901_Supplemental_Files

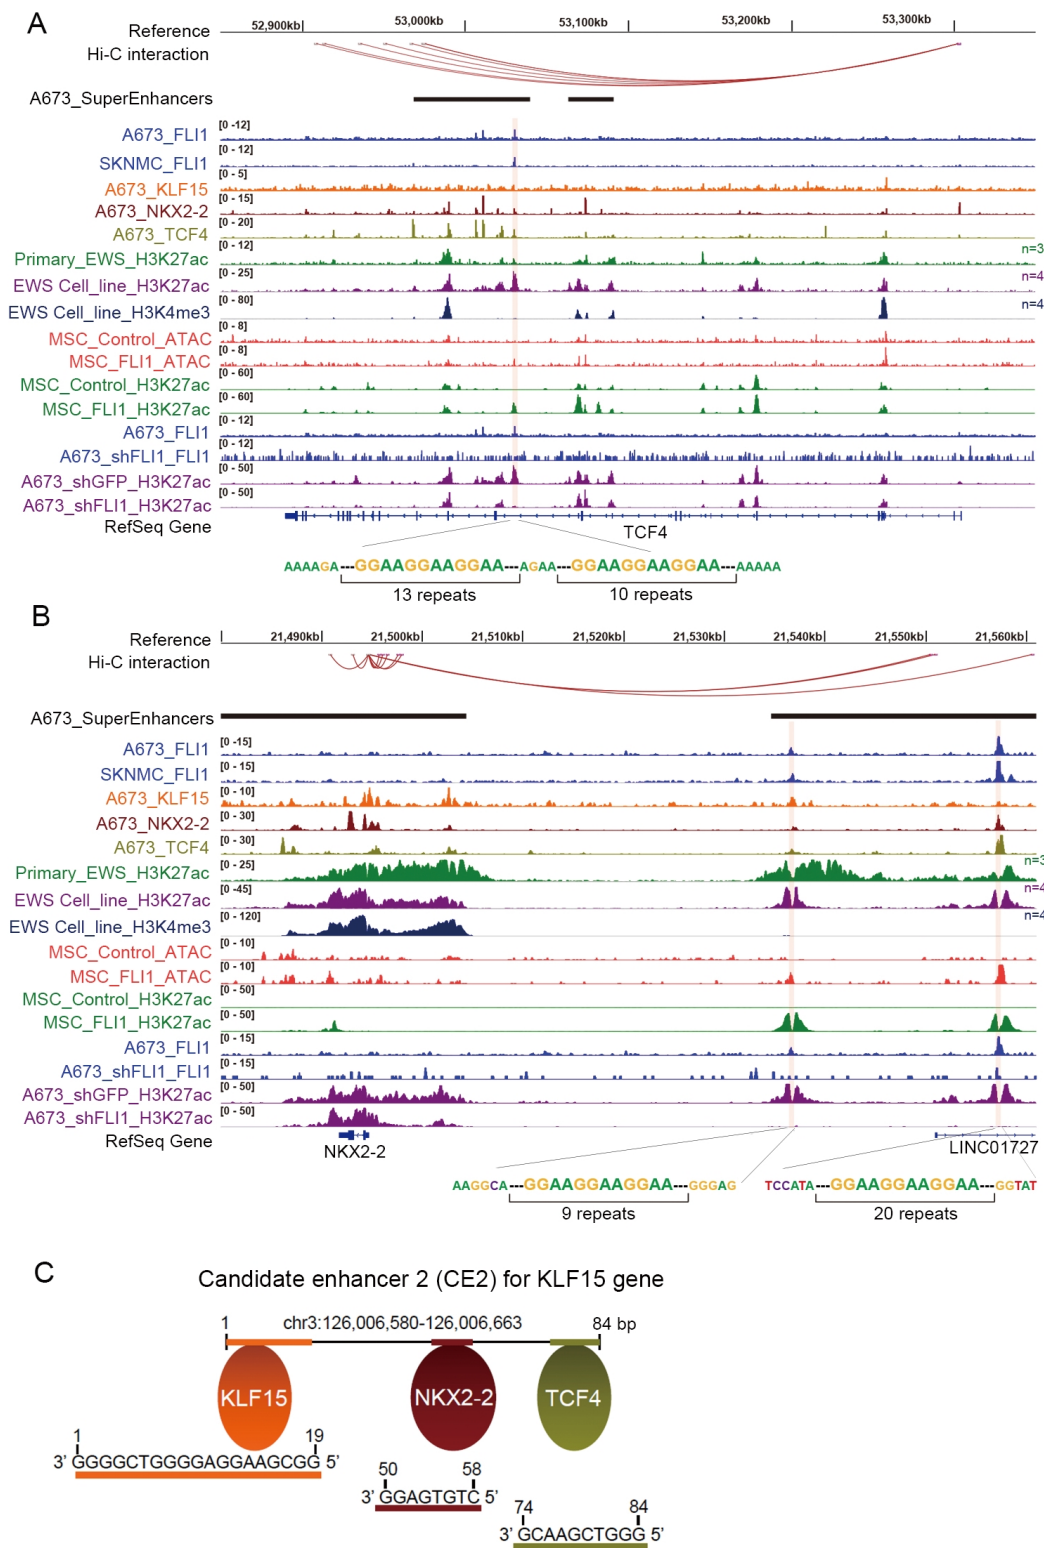

Supplementary Figure S2. Co-binding peaks of EWS-FLI1 and CRC TFs at the genomic loci of TCF4 and NKX2-2. IGV plots of ChIP-Seq showing co-occupancy of EWS-FLI1 and CRC TFs at the superenhancers and promoters of TCF4 (A) and NKX2-2 (B). The tracks were showing the overlapping signals of 3 primary Ewing sarcoma tissues and 4 Ewing sarcoma cell lines. Hi-C interactions were re-analyzed from the data of SKNMC cell line downloaded from ENCODE database; H3K27ac, H3K4me3 and EWS-FLI1 ChIP-Seq data were retrieved from GEO (GSE61953). ATAC-Seq and ChIP-Seq profiles at superenhancers of TCF4 and NKX2-2 in the presence and absence of either EWS-FLI1 overexpression or knockdown. Data were retrieved from GEO (GSE61953). (C) The TF spacing in candidate enhancer 2 (CE2) for KLF15.

A

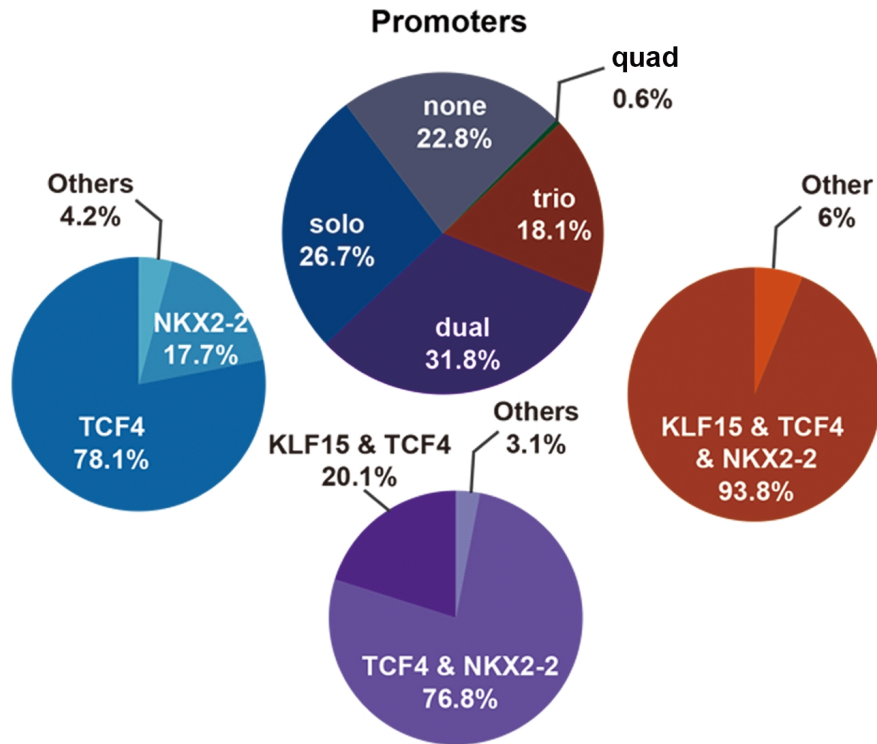

B

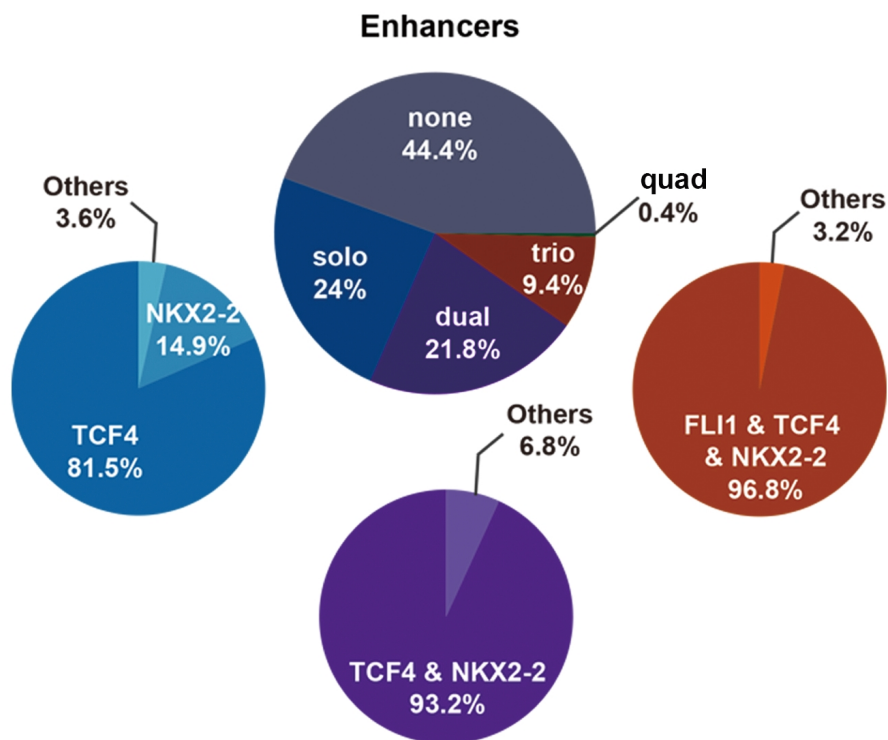

Supplementary Figure S3. Pie charts of the fractions of combinatorial binding patterns of EWSFLI1 and three CRC TFs in both enhancers and promoters.

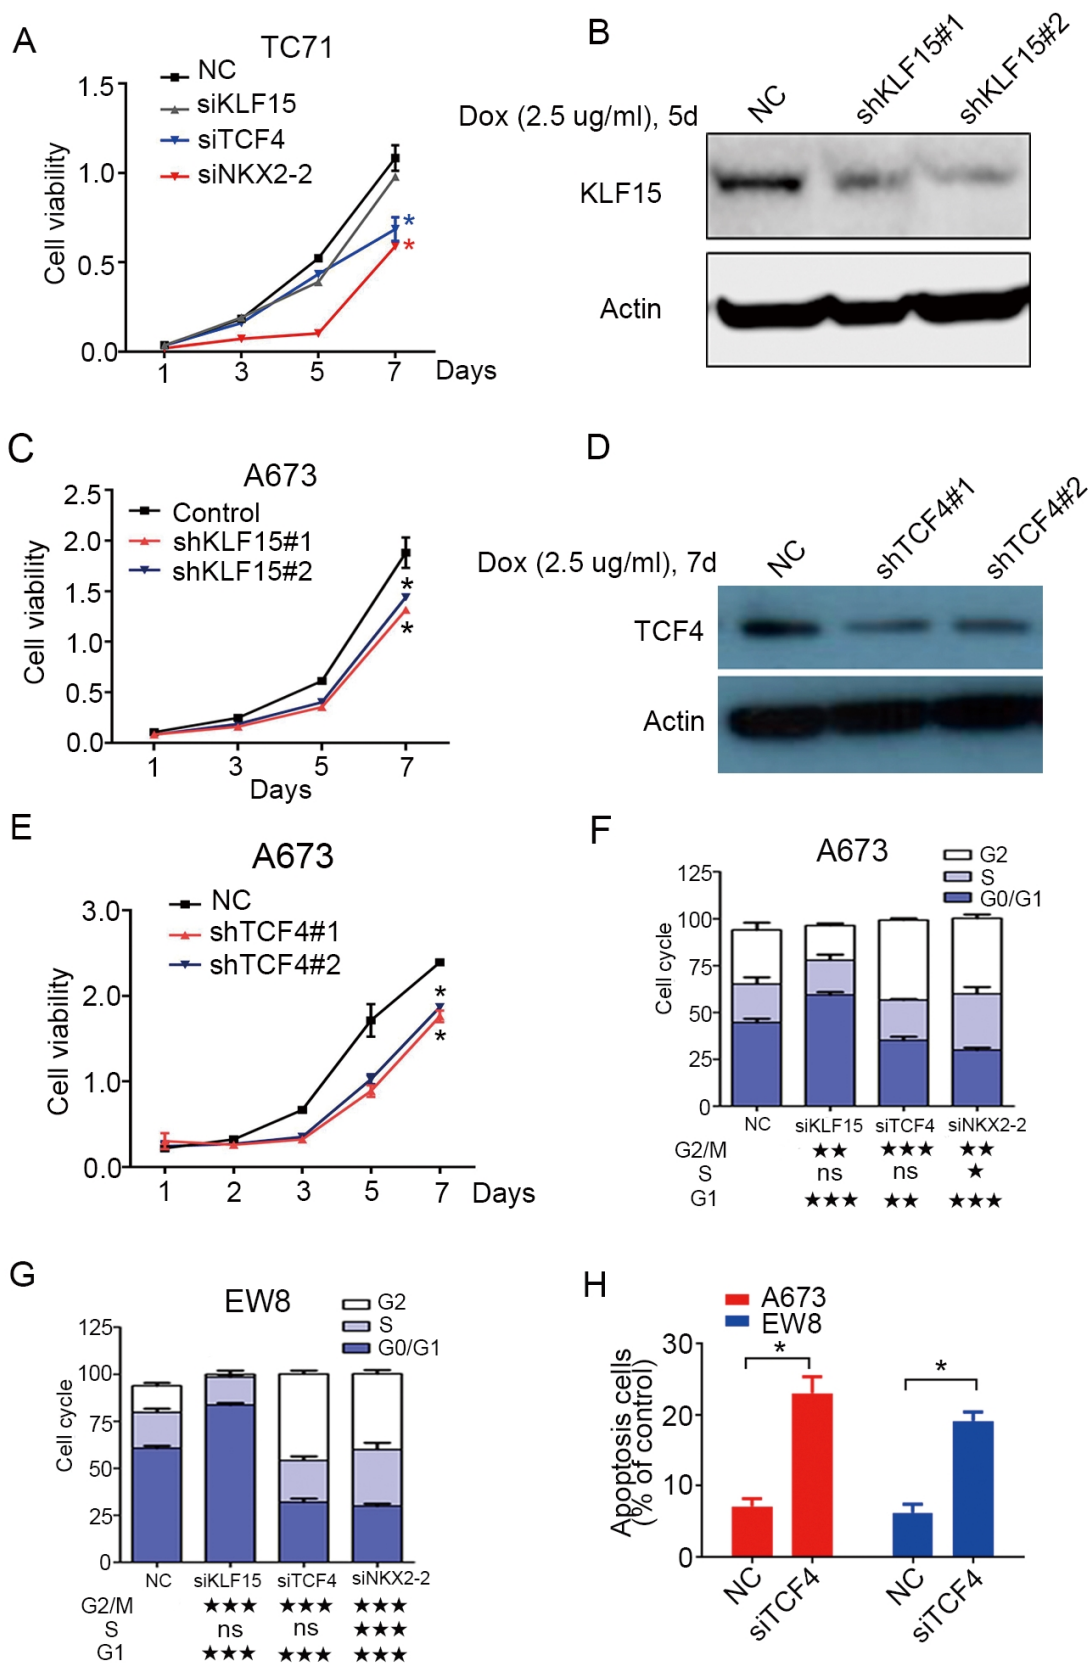

Supplementary Figure S4. The cancer-promoting functions of KLF15 and TCF4 in Ewing sarcoma cells. (A) Silencing of each of three CRC TFs by siRNAs decreased cell proliferation in TC71 cells. (B-E) Knockdown of KLF15 (B, C) or TCF4 (D, E) by inducible shRNAs decreased cell proliferation in A673 cells. (F, G) Knockdown of three CRC TFs by individual siRNAs increased cell-cycle arrest in Ewing sarcoma cell lines. (H) Silencing of TCF4 by siRNAs induced cell apoptosis in A673 and EW8 cells. NC, non-targeting control siRNA or shRNA. Cells were stained with Annexin V/PI. Mean $\pm$ s.d. are shown, $n = 6$. *, $P < 0.05$; **, $P < 0.01$.

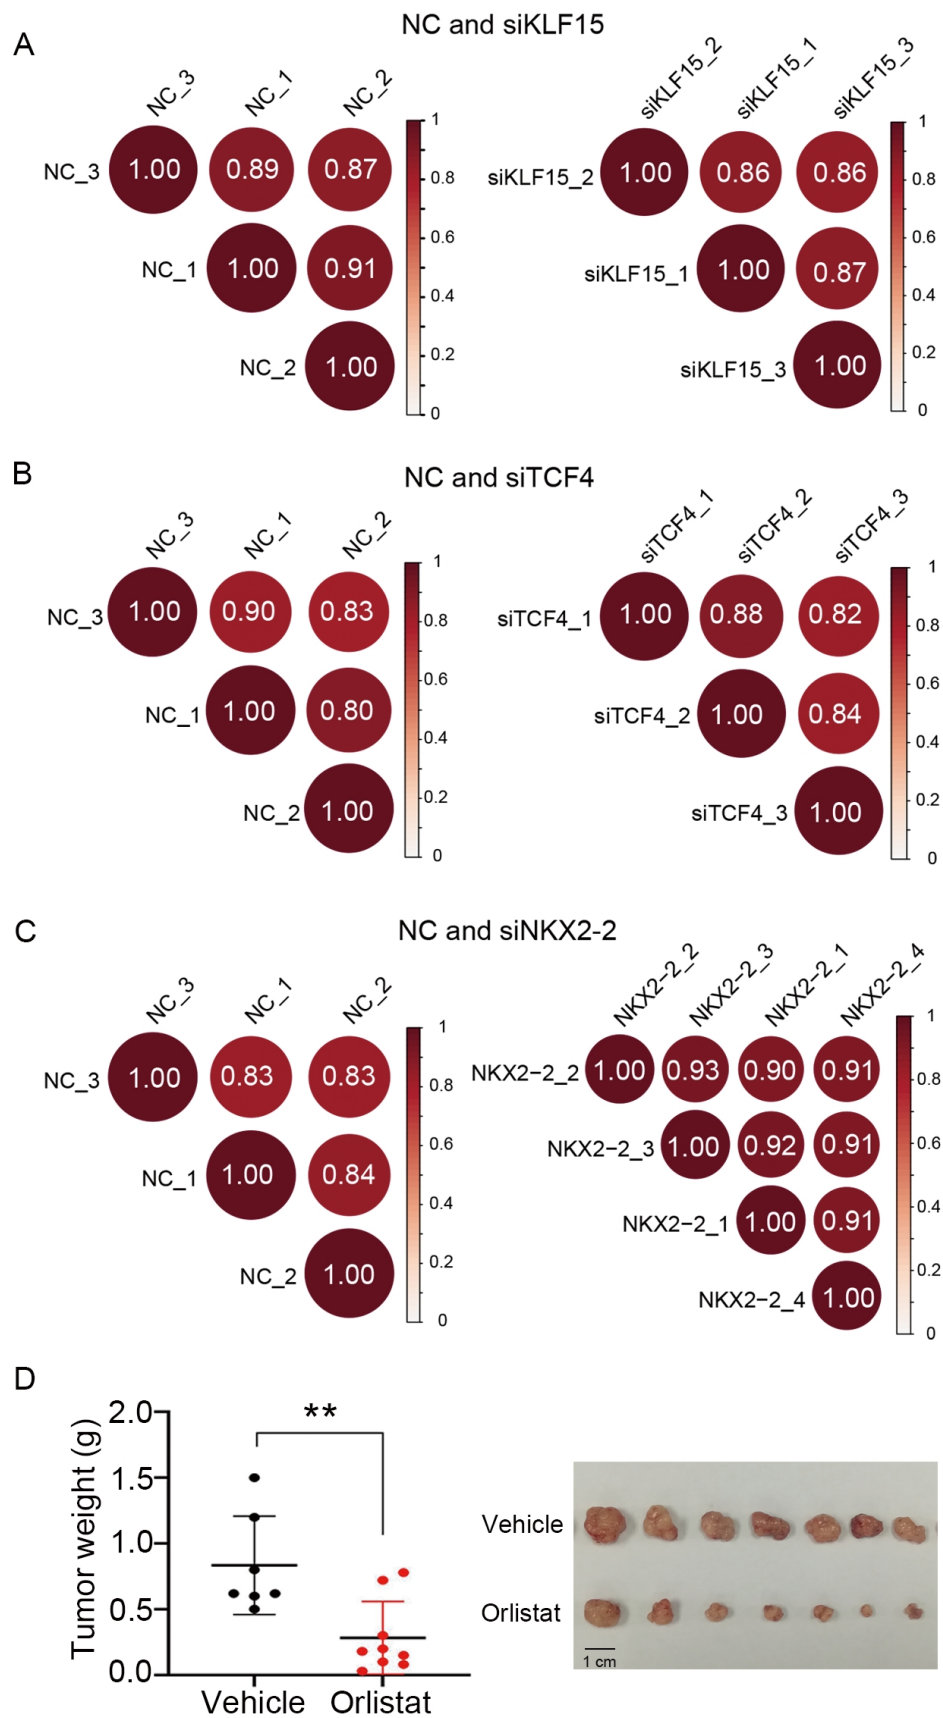

Supplementary Figure S5. (A-C) Pearson correlation plots between replicates of LC-MS/MS-based lipidomic samples from each group. (D) Orlistat treatment suppressed xenograft growth in vivo. Tumor weights and images of resected tumors from both groups are shown. Two-way ANOVA Dunnett's multiple comparisons test. $n = 6$. *, $P < 0.5$, **, $P < 0.01$; ***, $P < 0.001$.

Supplementary Table S1: siRNA sequences

**Target**	**sense (5'-3')**	**antisense (5'-3')**
siFLI1 #1	GGGAGUAUGACCACAUGAATT	UUCAUGUGGUCAUACUCCCTT
siFLI1 #2	GCCAUAAGGAGUACAGCUTT	AGCUGUACUCCUUUAUGGCTT
siKLF15 #1	GCAUCUUGGACUCCUAUUTT	AAUAGGAAGUCCAAGAUGCTT
siKLF15 #2	GCUUGCCCGAGUUUCCUUUTT	AAAGGAAACUCGGGCAAGCTT
siTCF4 #2	CUCAUCGUCUCCUAAUUAUTT	AUAAUUAGGAGACGAUGAGTT
siNKX2-2 #1	CCUGCCGGACACCAACGAUTT	AUCGUUGGUGUCCGGCAGGTT
siNKX2-2 #2	GCACCGAGGGCCUUCAGUATT	UACUGAAGGCCUUCGGUGCTT
siSCD #1	GACGAUAUCUCUAGCUCCUTT	AGGAGCUAGAGAUUUCGUCTT
siSCD #2	GGUUGAAUAUGUCUGGAGATT	UCUCCAGACAUAUUCAACCTT
siFASN #1	GGACCUGUCUAGGUUUGAUTT	AUCAAACCUAGACAGGUCCTT
siFASN #2	CCCAGGCUGAAGUUUACAATT	UUGUAAACUUCAGCCUGGGTT
siRREB1 #1	GAGCGAACCUUCACCUUGATT	UCAAGGUGAAGGUUCGCUCTT
siRREB1 #2	GACCUAUCUCCAUAACATT	UGUUGAUGGAAGAUAGGUCTT
siSPTLC1 #1	GAUCUGAUCUUACAGUCAATT	UUGACUGUAAGAUCAGAUCTT
siSPTLC1 #2	GGAUUGUUGGAUAACCCUATT	UAGGGUUAUCCAACAAUCCTT

Supplementary Table S2: The sequences of sgRNA

sgRNA	Sequence (5'-3')
KLF15-sgRNA-CE1-1	CACCGATTGGCCCACCAGCACCTGGTTT
KLF15-sgRNA-CE1-2	CACCGAGTACGTTCTGCTTTGGAGAGTTT
KLF15-sgRNA-CE2-1	CACCGAGTCCTGATTCCACGATAGGGTTT
KLF15-sgRNA-CE2-2	CACCGAGATAATGGAGTGCGTGAGCGTTT

Supplementary Table S3: SE-associated TFs in EWS

SE-associated TFs in EWS							
RERE	FO XK2	ZEB2	ZBTB16	RREB1	SALL2	BARX2	NPAS3
ZNF532	EBF3	ATF7	NFIC	IKZF2	ZBTB7B	TEF	ZNF219
IRF2	FOXP4	FO XK1	NR2F2	SOX1	RCOR1	AEBP2	MEF2D
MEIS1	TOX2	SMAD3	HLF	YY1	CIC	SCXB	ZBTB2
RXRA	ARID5B	GLIS2	KLF15	ATF4	BARHL2	RFX3	POU1F1
NFIA	TCF4	ZFHX3	TCF12	NFATC2	FIZ1	TP63	FEZF1
BCL11B	ALX4	GLI3	FOS	VAX1	ID3	ID1	NFIB
NFIX	ZBTB7A	PAX7	ARX	NKX2-2	TEAD2	ZBTB20	
ARID1A	MNT	ZIC5	MSC	PAX3	ETV1	DLX2	
SREBF2	SOX6	ZNF217	ADNP	CBFB	ETV3	DLX6-AS1

How the deposited data were processed for this re-analysis (not part of the article)

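RNA-Seq of A673 cells, an established Ewing sarcoma line, covered 10 libraries: 2 each of siKLF15, siTCF4 and siNKX2-2, 2 controls for siKLF15, and 2 controls shared by siTCF4 and siNKX2-2. ChIP-Seq of the same line gave 3 peak lists, 1 each for KLF15, TCF4 and NKX2-2, without replicates. All per-sample columns could be assigned to a sample. Whether the 2 libraries of a group came from separate transfections, and which of the listed siRNAs each one received, is not known: the methods name siRNA pools in one place and 2 independent siRNAs per gene in another. Replicate numbers do not pair libraries across groups: deviations from the group mean with the same number correlated, across genes, at −0.00886 to 0.0543. The siRNA dose was 100 nM, and the time is 24 h on the labels and 24 to 48 h in the methods.

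The authors' expression tables give 1 value per gene and library for 57773 genes. The methods and Table S4 call these values TPM. They have the form of FPKM, that is fragments per kilobase of effective length and per 1e6 reads, scaled by the authors with DESeq2 size factors and a common library size. In each library, 44 to 146 of the 580 to 1155 genes taken as having a single read lie on 1 line set by exon length. The tolerance was 0.0001, and the other genes lie off the line. The sums of the values differ between libraries. The deposited baseMean is a signal, the mean of normalized counts. The deposited log2FoldChange and lfcSE are on the log2 scale and moderated by the authors, stat is the authors' Wald score, and pvalue and padj are the authors' p-values before and after adjustment. The deposited length and exonLen are in bp. For quantification the authors' methods name Kallisto with tximport and DESeq2, whereas the labels name HISAT2 2.0.4, HTSeq 0.11.2 and DESeq2, with hg19. In the authors' peak lists the score is 10 times −log10 q, the fold enrichment over input at the summit is a ratio, the next columns are −log10 p and −log10 q, and the summit is in bp from the peak start. The authors aligned reads with Bowtie2 2.3.4.3, removed duplicates with Picard and called peaks with MACS2 at default settings. The names of all KLF15 peaks hold the word flag, and the label names an antibody against KLF15. Of 55538 genes found in the GRCh37 annotation, 95.2% had a start within 1000 bp of the deposited one, and 0 of 69899 peaks lay beyond the end of a GRCh37 chromosome, with 31 on other sequences.

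Depth was read from the genes with 1 read that lay on that line, a minority of them in each library. Given the scaling, this depth stands for the size factor times the common library size and may differ from a library's own read count. It ran from 16.7 to 26.6 M reads per library, with medians of 21.6 M in the siKLF15 controls, 20.8 M in siKLF15, 23.4 M in the shared controls, 18.2 M in siTCF4 and 18.6 M in siNKX2-2. The method gave 20 M on simulated data made with 20 M and without size factors. Peak lists give no depth, and intervals cover counting error only.

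Genes with a mean over 0.5 FPKM in the libraries of a fit were tested on log2(FPKM + 0.5) with limma 3.58.1 (trend, moderated) in R 4.3.3, siKLF15 on 4 libraries and siTCF4 with siNKX2-2 on 6, at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5. Differences between knockdowns were tested within the 6 libraries, or, with siKLF15, in a fit over all 10 libraries as the difference of effects. Libraries of siKLF15 and of the other knockdowns form separate batches, each with its own controls. Gene sets of lower genes with a log2 fold change under −1 were tested in the other rankings by limma's statistic with fgsea 1.28.0, with 1000 permutations before the multilevel step and a smallest p of 1e-10. Overlaps were set against 10000 draws matched in 20 expression bins, and shared controls against 100 simulated draws of unchanged groups, for correlations and for enrichment scores. Binding of changed genes was set against matched draws as well, where the smallest two-sided p is 0.0002. Medians were compared with 100000 permutations. Wilson intervals are at 95%. Counts were compared with Fisher's exact test, and p-values were adjusted within each family by Benjamini-Hochberg. Distal peaks lay within 50 kb of a gene start and outside promoters. Sites of 7 bases, complementary to bases 2 to 8 of a guide strand, were searched in 3′ untranslated regions of at least 50 bases, and 7-mers in at least 100 genes were ranked by the mean fall of their genes. Motifs were counted within 50 bp of summits and in flanks 500 bp away, in 42 exploratory comparisons, with repeats of at least 4 GGAA units. Bootstrap intervals used 1000 draws. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, matplotlib 3.10.9, data.table 1.17.8 and bedtools 2.31.1 were used.

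The 24 gene lists were written before the data were examined: 4 of lipid metabolism, PI3K/AKT and MAPK signaling, super-enhancer transcription factors, EWS-FLI1-activated and EWS-FLI1-repressed genes, G1/S and G2/M genes, apoptosis and p53 targets, interferon genes, the unfolded protein and ATF4 response, ribosome biogenesis, oxidative phosphorylation, glycolysis and hypoxia, neuronal, mesenchymal, hematopoietic and epithelial genes, and the enzymes, signaling genes and candidate circuit factors that the study names. Super-enhancer factors come from Table S3. Camera used a preset correlation of 0.01 and, as an alternative, an estimated one. The estimated form takes its degrees of freedom from the 4 or 6 libraries of a fit. No list passed it in any knockdown, so not passing it does not count against a list. The Fisher tests of lists, 144 in both directions, were added after seeing the data. Named genes were, per knockdown, the 10 protein-coding genes with the largest fall and the 10 with the largest rise among those past the test with a mean over 5 FPKM and both silenced libraries on the same side of both controls, every gene that the paper's results name, and list members by the size of their change. The first lines of Table S4 had been seen when this rule was written. List members named for being lower in several knockdowns, such as KIT, ASAH1 and PLD1, were chosen after their values were seen.

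Depth, limma's calls, the list tests, promoter binding, medians, overlaps and the seed scan were tested on simulated data; fgsea, motif counts, distal binding and differences between knockdowns were not. With 50 genes per size put in, limma called 62% of siKLF15 genes, 46% of siTCF4 genes and 50% of siNKX2-2 genes at a log2 fold change of −1, and 76%, 64% and 72% at −2, with 11, 11 and 14 unchanged genes called. Of 3 lists with lower genes put in, 3 were called, and of 120 random ones 0. Binding of 50% put in was read as 49.5%, and in 100 runs with medians alike 2 passed the test. With 200 shared genes put in, 224 were found lower in all 3 lists. The scan ranked 20 of 20 sites first.

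Alternatives covered the pseudocount, the filter on low values, scaling, the libraries in the fit, a replicate block, the fold threshold, gene types, the authors' own p-values, the ranking, leaving out each library, the peak threshold, the promoter window, what counts as bound and the overlap that counts as shared. Leaving out each library from a fit over all 10, and any annotated transcript start, were added after seeing the data. Quantitative PCR, protein blots, lipid measurements, histone marks and EWS-FLI1 occupancy were left out, since no processed file of these libraries holds them.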

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

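The tests of the seeds of the listed siRNAs, of shared control libraries, of a response common to any silencing, and of weak peaks were chosen after the result was seen, the other tests of explanations were chosen before, and the genes and lists shown were picked out by their values.

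Some genes responded differently to the knockdowns, by limma's test of the difference itself. MMP1, a collagenase gene, rose by 2.78 after siKLF15 and fell by 2.94 after siNKX2-2, a difference of 5.72 (SE 0.0724, adjusted p = 4.4e-08), from controls of 111 and 667 FPKM. EGR1, an immediate early gene, differed by 4.90 between the same knockdowns (SE 0.198, adjusted p = 1.3e-05). PGF differed by 5.70 between siTCF4 and siNKX2-2 (SE 0.108, 3.6e-05), SCD by −1.46 (SE 0.0369, 5.2e-05), DHCR7, the last enzyme of cholesterol synthesis, by −1.23 (SE 0.0581, 1.1e-04), and F11R by −4.27 (SE 0.258, 2.0e-04). PGF and MMP1 carry the seed site of siNKX2-2 number 2, SCD and DHCR7 that of siKLF15 number 2.

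Gene programs outside those the paper discusses also changed. Genes of the unfolded protein and ATF4 response were higher after siKLF15, 14 of 28 with none lower, led by TRIB3 (2.54) and DDIT3 (2.28), with camera adjusted p = 3.3e-06 and adjusted p = 0.776 with an estimated correlation. Mesenchymal and matrix genes were lower after siNKX2-2, 15 of 27 with 1 higher, led by LOXL2 (−2.13), at adjusted p = 9.1e-06 and 0.247 with an estimated correlation. EWS-FLI1-activated genes were lower after siNKX2-2, 16 of 36 with 4 higher, led by PADI2 (−1.83), at adjusted p = 0.00208 and 0.454 with an estimated correlation. The numbers of called genes were the same when adjusted over the list alone. No list passed with an estimated correlation in any knockdown, a form that rests on the few libraries of a fit and so decides little.

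Genes that fell carried sites for siRNA seeds in the 3′ untranslated region: 48.1% of those lower after siKLF15 against 33.2% of uncalled genes, and 29.9% after siNKX2-2 against 16.8%. Pairing with the seed of siKLF15 number 2 and of siNKX2-2 number 2 is a candidate explanation, since their sites ranked 1 of 15870 and 1 of 15871 7-mers, whereas the site of siTCF4 number 2 ranked 3363. Base composition was argued against for siNKX2-2, whose site ranked 1 of 419 7-mers with the same bases and whose fall with a site in the 3′ untranslated region exceeded that with a coding site alone (−0.109, SE 0.0209). For siKLF15 base composition cannot be told apart, since its site ranked 1 of only 21, the next of these (shift −0.07 against −0.09, difference SE 0.0152) ranked 3 of all 7-mers, and coding sites decided nothing (−0.0129, SE 0.0209). For siTCF4 the leading 7-mer, found from the scan, occurs in 31 of 64 TCF4 transcripts, which share exons. Of transcripts of like length 6.55% hold it, so an unlisted siTCF4 siRNA stays open. The leading or second 7-mer was in 18.9% of genes lower after siTCF4 against 8.35% of uncalled genes, but both were picked from these same genes. Lower genes with a site, beyond those expected from the region's length, numbered 156 (10.8%) after siKLF15 and 192 (9.99%) after siNKX2-2. With the picked 7-mers they numbered 156 (8.59%) after siTCF4. No biological explanation was tested.

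The lists of lower genes overlapped between knockdowns. Shared controls are argued against by the ratio of 2.19 to the independent count in a pair with separate controls, and expression level by the highest matched draw of 833 genes lower in at least 2 knockdowns, against 1245. Seed sites are argued against as the whole cause by a ratio of 1.88 (95% interval 1.79–1.98) among 6319 genes with none of the sites. A response common to any silencing cannot be told apart, since no unrelated siRNA target is in the design and higher genes overlapped at a ratio of 1.98. Joint regulation by the factors, the biological explanation, therefore stays open beside it.

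Genes that fell were not above matched draws in promoter binding by the silenced factor, and those lower after siNKX2-2 were below them (42.8% against 45.8%, adjusted p = 0.0126). They were bound more often than higher genes after siKLF15 (27.0% against 22.7%, adjusted p = 0.00967 from Fisher's exact test), less often after siTCF4 (63.9% against 70.4%, 1.3e-04) and about as often after siNKX2-2 (44.1% of higher genes, 0.425), beside 24.6%, 65.0% and 45.0% of all tested genes. Draws matched to the higher genes gave 25.7%, 69.6% and 45.2% (two-sided adjusted p = 0.0126, 0.520 and 0.477). After siTCF4 both lower genes (64.4% in draws) and higher genes lay near their draws. After siKLF15 the higher genes lay below theirs. With peaks of −log10 q of at least 5 an excess over matched draws was found in 0 knockdowns, which argues against weak peaks. Binding at distal sites may take part, since lower genes had a distal peak more often than matched draws in 2 knockdowns, siTCF4 (73.4% against 66.2%) and siNKX2-2 (57.6% against 52.9%), at adjusted p = 0.0006 for both, but not siKLF15 (13.4% against 13.0%, adjusted p = 0.841). Whether the factors act through these sites stays open.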

How the results depend on the processing

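The leave-one-out fits over all 10 libraries and the tests with any annotated transcript start were chosen after the result was seen.

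No result reversed. Among alternatives set before the data were examined, 242 values of the main results stayed, 32 moved and 3 lost their call under another setting, and 126 stayed and 32 moved with a library left out; the cause was not tested except where named. With a replicate block 1716, 2093 and 2205 genes were lower and 1779, 1949 and 2030 higher after siKLF15, siTCF4 and siNKX2-2. Over all alternatives the normalized enrichment scores stayed between −3.03 and −2.13.

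With an absolute log2 fold change over 1, fewer genes pass by construction: 526 lower and 575 higher after siKLF15, 859 and 504 after siTCF4, 986 and 822 after siNKX2-2, 58 lower in all 3 and 346 in at least 2, with shares lower in another knockdown of 39.3%, 33.9% and 33.4%. Those shares were 48.2% (siKLF15) and 44.5% (siNKX2-2) with no filter, 46.8% (siTCF4) with its own controls only, and 47.8% (siTCF4) and 51.5% (siNKX2-2) over protein-coding genes.

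Leaving out any 1 of the 4 libraries of the siKLF15 fit, each knockdown and control library alike, ended all its limma calls: genes lower ranged from 0 to 1622 and higher from 0 to 1722, with 1724–1899 and 1829–2109 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0671 to 0.0878. The lone library was assumed to vary like the others. In the fits without 1 library, siTCF4 gave 1620–2195 lower and 1702–1996 higher, siNKX2-2 1820–2262 and 1683–2143, genes lower in all 3 0–271 and in at least 2 707–1163, and the shares 43.7–49.4% (siKLF15), 34.6–46.1% (siTCF4) and 33.2–48.8% (siNKX2-2). In leave-one-out fits over all 10 libraries these were 1540–1799 and 1540–1885 for siKLF15, 1960–2318 and 1810–2027 for siTCF4, 2071–2391 and 1882–2220 for siNKX2-2, 285–326, 1231–1403, and 47.2–52.6%, 44.0–47.1% and 46.3–50.6%, with the siTCF4 share at 46.9% without siTCF4 replicate 1. Of the genes past the test that the lists and the rule name, 241 of 304 (siKLF15), 264 of 322 (siTCF4) and 304 of 343 (siNKX2-2) were called in every setting, and 49, 75 and 47 lost their call in a leave-one-out fit over all 10 libraries.

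With −log10 q of at least 5, KLF15 peaks overlapped TCF4 at 83.5% and NKX2-2 at 59.5%, TCF4 peaks overlapped KLF15 at 7.65% and NKX2-2 at 41.4%, and NKX2-2 peaks overlapped KLF15 at 9.00% and TCF4 at 68.5%. An overlap of 0.5 of the smaller peak, stricter by construction, gave 85.0%, 59.4%, 8.25%, 41.4%, 9.65% and 69.6%. KLF15 peaks at promoters made up 61.2% in a 500 bp window, 76.5% in 2500 bp, 72.0% by any overlap, 76.8% over all gene types and 85.9% with any annotated start. The low share of KLF15 at promoters of genes higher after siKLF15 was no longer past the test with −log10 q of at least 5 (18.4%, adjusted p = 0.112), 2500 bp (25.1%, 0.0636) or any annotated start (28.3%, 0.0580), nor that of NKX2-2 at genes lower after siNKX2-2 with 2500 bp (47.8%, 0.0756).

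Depth limits genes of few reads, such as B4GALT6, and peak lists without depth cannot show binding too weak to be called.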

Differences from the paper's values

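The tests with any annotated transcript start and the leave-one-out fits over all 10 libraries were chosen after the result was seen.

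The paper reports 77.2% of promoters bound by at least 1 factor, and 47.3% were found here; all alternatives set before the data were examined differ as well, from 22.2% to 51.4%. The paper's promoters are regions set by histone marks and its factors include EWS-FLI1, neither of which is in the processed files, so the measures are not the same; among expressed genes 70.4% were bound here. With any annotated start, chosen after seeing the values, 55.0% of all and 80.6% of expressed genes were bound. Of the bound signaling genes, the paper reports 57.5% with 2 factors and 47.5% with all 3, against 37.5% and 27.5% here. The paper's shares add to more than all genes, so its classes overlap, and 65% had 2 or 3 factors here. For 2 factors all alternatives differ (32.5% to 37.8%), and for all 3 factors 4 alternatives and the value here differ (16.2% to 30.2%), whereas any overlap of the peak with the window (32.5%) does not by the rule used, though it is also below the paper's value. A percentage was taken to differ where 1 value was over 1.5 times the other, a score where it differed in the first decimal. The paper's scores were read by eye and come from its own GSEA, and those here from fgsea on limma's statistic. The scores are thus not like for like, and a small gap between them decides nothing.

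Normalized enrichment scores in the paper are about −3.0 in Fig. 3F, read by eye, for the siKLF15 set in siTCF4 (−2.62 here) and about −3.3 in siNKX2-2 (−2.53), about −2.8 in Fig. 3G, read by eye, for the siTCF4 set in siKLF15 (−2.40) and about −3.2 in siNKX2-2 (−2.43), and about −3.2 in Fig. 3H, read by eye, for the siNKX2-2 set in siKLF15 (−2.75) and about −3.1 in siTCF4 (−2.82). All alternatives set before the data were examined that gave a score differ for each. There were 19 for each score of the siKLF15 set and 23 for each other score. They ran from −2.75 to −2.46, −2.77 to −2.36, −2.54 to −2.18, −2.99 to −2.18, −2.90 to −2.48 and −3.03 to −2.54 in that order, and all are of the paper's sign.

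The paper states that FASN, ACLY and SCD are lowered by each knockdown. It rests this on its RNA-Seq and on quantitative PCR and immunoblots. The PCR and blots were not examined here. In the RNA-Seq values, SCD was lower after siKLF15 and siTCF4 and ACLY after siNKX2-2. ACLY also fell after siKLF15 and siTCF4 (−0.32 and −0.44) and FASN after siTCF4 (−0.35), all inside the fold threshold. Adjusted p for these was 0.0154, 3.6e-11 and 0.0478 in the authors' DESeq2 columns. FASN had log2 fold changes of 0.08, −0.35 and −0.05, and SCD had 0.17 after siNKX2-2. The authors' deposited log2 fold changes are the same for FASN and for SCD after siNKX2-2. ACLY after siTCF4 was called with quantile normalization (−0.52). The paper reports lower ACC after silencing of TCF4 only. Its gene ACACA likewise fell after siTCF4 alone (−0.85, with 0.08 after siKLF15 and 0.39 after siNKX2-2, in the authors' DESeq2 columns). The paper states that SPTLC1, DEGS1, UGCG and LPIN2 are regulated by all 3 factors. It also states, from mRNA and protein assays not examined here, that SPTLC1 is lowered by each knockdown. All 4 were lower after siKLF15 and all but DEGS1 (−0.37) after siNKX2-2, and none was called after siTCF4 (−0.50, −0.48, −0.35 and −0.44). These uncalled values are falls inside the fold threshold. In the authors' DESeq2 columns adjusted p after siTCF4 was 0.00104 for SPTLC1, 5.1e-07 for DEGS1, 0.104 for UGCG and 0.00918 for LPIN2. For DEGS1 after siNKX2-2 it was 5.6e-04. SPTLC1 after siTCF4 was called with pseudocount 0.1, median centring, quantile normalization, without siTCF4 replicate 1 and without the shared control replicate 2, DEGS1 with quantile normalization (−0.57) and without the shared control replicate 2, and LPIN2 without siTCF4 replicate 2. The calls without a library were also made in the fit over all 10 libraries. The paper states that TCF4 regulates CERS4 (−0.40 after siTCF4, adjusted p = 0.179 here) and that NKX2-2 regulates B4GALT6 (−0.74 after siNKX2-2, adjusted p = 0.200), the latter called in the fit over all 10 libraries without siNKX2-2 replicate 1 (−1.07). CERS2 after siKLF15, CERS5 after siNKX2-2 and B4GALT6 after siKLF15 were lower, and the paper names them as regulated by these factors.

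Among the signaling genes that the paper states, from quantitative PCR not examined here, are lowered by each knockdown, PDGFRB and PIK3R3 were. VEGFB (−0.12) and CCND1 (−0.40) were not called after siKLF15, RPS6KA5 was not called after siTCF4 (−0.52) or siNKX2-2 (−0.48), NFATC1 was not called after siNKX2-2 (−0.49), and JAK3 was not measured above the minimum. RPS6KA5 after siTCF4 was called in the fit over all 10 libraries, also without any siKLF15 or siNKX2-2 library or siKLF15 control, over protein-coding genes, and without siNKX2-2 replicate 1, and after siNKX2-2 in the fit over all 10 libraries without siNKX2-2 replicate 2. NFATC1 after siNKX2-2 was called with pseudocount 0.1 and in the fit over all 10 libraries without the shared control replicate 2 or without siNKX2-2 replicate 1.

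The paper shows all 3 factors at the promoters of SCD and PDGFRB, where TCF4 alone was found within 1000 bp here, whereas FASN and RPS6KA5 had all 3. It shows all 3 factors at the TCF4 locus, where TCF4 and NKX2-2 shared 12 sites and no KLF15 peak was found.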

Other observations

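All tests of motifs and of lists by Fisher's exact test were chosen after the result was seen.

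Some motifs of the factors' families were more frequent at summits than in flanks. The CAGCTG E-box was within 50 bp of 19.1% of distal TCF4 summits (95% Wilson interval 18.6–19.5) against 4.07% in flanks, the GC or CACCC box was at 58.3% of KLF15 promoter summits against 24.9%, and the NK2 site was at 15.4% of distal NKX2-2 summits against 10.3%, but at 6.17% of promoter summits against 7.37%. Another E-box, CAGGTG, was rarer at distal TCF4 summits than in flanks (5.67% against 8.22%), and the GC or CACCC box was also more frequent at promoter summits of TCF4 (47.6% against 23.3%) and NKX2-2 (43.6% against 23.0%). GGAA repeats were at 0.903% of distal TCF4 summits against 0.121%, 0.746% of NKX2-2 against 0.163% and 1.43% of KLF15 against 0.0840%.

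Cell cycle genes were lower in some knockdowns and higher in others, and no test compared the lists between knockdowns. G2/M genes were 0 lower and 8 higher after siTCF4, among them CENPA (1.07), 6 lower and 1 higher after siKLF15, among them FOXM1 (−1.53), and 5 lower and 2 higher after siNKX2-2, of 30 (the same when adjusted over the list alone). G1/S genes were 3, 6 and 5 lower and 0, 1 and 1 higher after siKLF15, siTCF4 and siNKX2-2, of 30 (the same when adjusted over the list alone), with CCNE2 at −1.74 after siTCF4. Camera gave adjusted p = 0.0495 and 2.1e-04 for G2/M genes after siKLF15 and siTCF4, and adjusted p = 0.916 and 0.432 with an estimated correlation. Ribosome biogenesis genes were 1, 0 and 1 lower and 4, 8 and 2 higher of 34 (the same when adjusted over the list alone), at 0.00624 after siKLF15 and 4.3e-04 after siTCF4, and 0.776 and 0.205 with an estimated correlation.

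Of 27 apoptosis and p53 genes, 3, 7 and 8 were lower and 9, 1 and 7 higher (4, 7 and 8 lower when adjusted over the list alone), with ZMAT3 at −1.24, −1.81 and −1.74. Interferon genes were 2, 4 and 7 lower and 2, 0 and 0 higher of 26 or 23 (0, 4 and 8 lower when adjusted over the list alone), with OAS1 at −1.65 after siNKX2-2 and camera at 0.0126 after siTCF4, or 0.279 with an estimated correlation. Genes of the unfolded protein and ATF4 response were 2 lower and 8 higher after siTCF4 and 7 lower and 11 higher after siNKX2-2, of 28 (3 and 8, and 7 and 11 when adjusted over the list alone). Camera placed this list higher after siTCF4 (adjusted p = 0.00828, or 0.279 with an estimated correlation). Neuronal genes were 4, 6 and 8 lower and 6, 4 and 5 higher of 18 (9 higher after siKLF15 when adjusted over the list alone), with SNAP25 at −1.52 after siTCF4. Mesenchymal genes were 6 and 6 lower and 4 and 4 higher after siKLF15 and siTCF4, of 29 and 27 (the same when adjusted over the list alone). EWS-FLI1-activated genes were 4 and 8 lower and 5 and 6 higher of 36 after siKLF15 and siTCF4 (the same when adjusted over the list alone), and EWS-FLI1-repressed genes were 7, 4 and 8 lower and 2, 4 and 2 higher of 21 or 22 (3, 4 and 3 higher when adjusted over the list alone). Epithelial genes were 1, 2 and 2 lower and 2, 1 and 4 higher of 4 or 6 (the same when adjusted over the list alone), with KRT8 at 1.33, 1.13 and 1.92, and of 3, 1 and 1 measured hematopoietic genes none was called. Candidate circuit factors, which the study chose and are not independent evidence, were 2, 4 and 4 lower and 2, 2 and 1 higher of 9 (3, 4 and 4 lower when adjusted over the list alone), with FOS at 1.80, 0.83 and 0.74. In each knockdown the lower ones include the silenced gene itself. For EWS-FLI1-repressed, G1/S and mesenchymal genes after siKLF15 the median was above 0 and the mean below it, and for glycolysis genes after siNKX2-2 both were above 0 with camera's direction down. Transcripts of the mitochondrial genome took 3.81% and 4.12% of the summed values after siKLF15 against 5.36% and 5.53% in its controls, and 5.55% and 4.96% after siNKX2-2 against 7.70% and 6.42%. By Fisher's exact test over 144 comparisons, odds ratios of being higher were 8.05 (adjusted p = 2.7e-05) for the unfolded protein and ATF4 response after siKLF15, 4.47 (0.00472) after siNKX2-2, 4.01 (0.0159) for apoptosis and p53 genes after siKLF15 and 13.8 (0.0250) for epithelial genes after siNKX2-2. Those of being lower after siNKX2-2 were 8.13 (2.7e-05) for mesenchymal, 5.21 (2.5e-04) for EWS-FLI1-activated, 5.19 (0.0141) for neuronal and 3.71 (0.0373) for EWS-FLI1-repressed genes, the last also 4.29 (0.0290) after siKLF15. Camera did not call the unfolded protein and ATF4 response after siNKX2-2 (adjusted p = 0.372), apoptosis and p53 genes after siKLF15 (0.332), epithelial (0.367), neuronal (0.238) and EWS-FLI1-repressed genes (0.0910) after siNKX2-2, nor the last after siKLF15 (0.796).

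The RNA-Seq values of the circuit's own genes differed between knockdowns. The effect on KLF15 differed between siTCF4 and siNKX2-2 by −0.51 (adjusted p = 0.00711), and the difference between siKLF15 and siTCF4, −0.67, did not pass the test (adjusted p = 0.0641). The paper states that silencing any of the 3 lowers the other 2. Its evidence is mRNA and protein in A673 and EW8 cells and protein in xenograft tumors, which were not examined here. In these libraries TCF4 and NKX2-2 were not called lower after siKLF15, nor KLF15 after siNKX2-2. The authors' deposited log2 fold changes for these were −0.03, 0.04 and −0.12 in that order. FLI1 had log2 fold changes of −0.34, 0.29 and −0.23, none past the fold threshold. Promoters with all 3 factors made up 17.9%, 17.9%, 17.7% and 12.6% of genes lower in 0, 1, 2 and 3 knockdowns.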
